# Dexfenfluramine and Pergolide Cause Heart Valve Disease via Valve Metabolic Reprogramming and Ongoing Matrix Remodeling

**DOI:** 10.3390/ijms21114003

**Published:** 2020-06-03

**Authors:** Cécile Oury, Patrick Maréchal, Nathalie Donis, Alexia Hulin, Alexandre Hego, Julien Tridetti, Mai-Linh Nguyen, Raluca Dulgheru, Marianne Fillet, Alain Nchimi, Patrizio Lancellotti

**Keywords:** serotonergic drugs, valvular heart disease, metabolism, rabbit model

## Abstract

Several clinical reports indicate that the use of amphetaminic anorectic drugs or ergot derivatives could cause valvular heart disease (VHD). We sought to investigate whether valvular lesions develop in response to long-term oral administration of these drugs and to identify drug-targeted biological processes that may lead to VHD. Treatment of New Zealand White rabbits with pergolide, dexfenfluramine, or high-dose serotonin for 16 weeks induced valvular alterations characterized by extracellular matrix remodeling. Transcriptome profiling of tricuspid valves using RNA sequencing revealed distinct patterns of differentially expressed genes (DEGs) that clustered according to the different treatments. Genes that were affected by the three treatments were functionally enriched for reduced cell metabolism processes. The two drugs yielded more changes in gene expression than serotonin and shared most of the DEGs. These DEGs were mostly enriched for decreased biosynthetic processes, increased cell-matrix interaction, and cell response to growth factors, including TGF-β, which was associated with p38 MAPK activation. Treatment with pergolide specifically affected genes involved in homeostasis, which was corroborated by the activation of the master regulator of cell energy homeostasis, AMPK-α, as well as decreased levels of metabolism-related miR-107. Thus, both pergolide and dexfenfluramine may cause VHD through valve metabolic reprogramming and matrix remodeling.

## 1. Introduction

Valvular heart diseases (VHD) have been associated with the use of amphetaminic anorectic drugs, including fenfluramine, benfluorex, and dexfenfluramine, and of ergot derivatives, such as those used for the treatment of Parkinson disease, particularly pergolide and cabergoline [1,2,3]. However, the mechanisms responsible for the development of drug-induced VHD have not been fully elucidated yet. Animal studies have pointed to serotonin and its 5-HT_2B_ receptor as a possible common pathogenic link between drug-induced VHD and carcinoid heart valve diseases, characterized by excess of plasma serotonin secreted by neuroendocrine tumors [4].

Using a rabbit model, we previously showed that long-term oral administration of high-dose serotonin causes VHD [5]. The tricuspid valve was affected with moderate to severe regurgitation in all serotonin-treated rabbits, while left-sided aortic and mitral valves were less frequently and severely involved. Histological examination indicated carcinoid-like plaques, thickened valves, and chondroid metaplasia, confirming that serotonin signaling could be involved in the development of VHD. However, whether this mechanism applies to the pathogenesis of other drug-induced VHD remains undetermined.

Few studies in rodents have depicted a role of 5-HT_2B_ receptors in valvular alterations induced by pergolide or amphetaminic anorectic drugs. The 5-HT_2B_ receptor antagonist, cyproheptadine, inhibited valvular toxicity triggered by long-term intraperitoneal injections of pergolide in rats [6]. Importantly, a recent study in mice indicated that valve remodeling induced by chronic infusion of nordexfenfluramine, the main metabolite of dexfenfluramine and benfluorex, occurred through a direct stimulation of 5-HT_2B_ receptors by this drug metabolite, independently of an increase in free serotonin [7]. Indeed, 5-HT_2B_ receptors blockage by antagonists or its deficiency in transgenic *Htr_2B_^-/-^* mice prevented nordexfenfluramine-induced valve lesions, whereas depletion of serotonin by tryptophan hydroxylase inhibitor *para*-chlorophenylalanine failed to do so.

Strikingly, it has been shown that drugs associated with VHD commonly display high affinity for 5-HT_2B_ receptors [8], while other drugs like phentermine or trazodone that lack such effects are either low-affinity agonists or antagonists of the same receptor. Thus, drug interaction with serotonin receptors might lead to VHD development through the activation of signaling pathways distinct from those triggered by the natural agonist serotonin. Notably, it has been reported that specific microscopic features can distinguish valve lesions induced by anorexigen exposure from those associated with rheumatic disease, floppy mitral valve syndrome, or carcinoid heart diseases [9].

We therefore hypothesized that different pathological mechanisms may underly the adverse valvular effects of amphetaminic anorectic drugs, ergot derivatives, and high-dose serotonin. Our study aimed at investigating the mechanisms of these drug-induced VHDs using a rabbit model of chronic oral administration of dexfenfluramine or pergolide, versus serotonin.

## 2. Results

### 2.1. Oral Serotonin, Pergolide, and Dexfenfluramine Cause Valvular Lesions with Distinct Histological Features

Sixteen-week administration of pergolide (0.5 mg/kg per day) or dexfenfluramine (10 mg/kg per day) in drinking water of adult female rabbits did not affect behavior or modify body weight as compared to non-treated or serotonin-treated (80 mg/kg per day) rabbits. The weight of explanted heart and ratio of heart to body weight remained unchanged. At the end of the procedure, pergolide and dexfenfluramine were detected in rabbit plasma, with concentrations equal to 0.074 ± 0.038 ng/mL and 2.08 ± 1.09 ng/mL, respectively.

Both treatments led to the development of histological alterations of aortic, mitral, and tricuspid valves (Figure 1). Serotonin (Figure 1B,U) and pergolide induced the formation of chondroid metaplasia in aortic hinge of all rabbits (Figure 1C,U) (*p* = 0.05), while it occurred in two rabbits out of three after dexfenfluramine treatment (Figure 1D,U) (*p* = 0.2). Pergolide led to aortic leaflet thickening (Figure 1V), with accumulation of glycosaminoglycan (GAG)-rich deposits in leaflets of the three valves (Figure 1G,K,O). GAG deposits were also observed in response to serotonin treatment (Figure 1F,J,N). The tricuspid valve (TV) leaflets of dexfenfluramine-treated rabbits were characterized by abundant disorganized collagen fibers and less GAG (Figure 1P,T). TV leaflets of pergolide- and dexfenfluramine-treated rabbits showed areas of connective tissue growth factor (CTGF) that were not observed in the serotonin-treated group (Supplementary Material online, Figure S1A). None of the treatments induced calcification or infiltration of macrophages (Supplementary Material online, Figure S1B) in valve leaflets. Thus, these histological observations indicate that oral administration of pergolide, dexfenfluramine, or serotonin all caused valvular lesions.

### 2.2. RNA Profiling Identifies Gene Expression Patterns of Drug-Induced Valvular Alterations

In order to further characterize differences of valvular alterations induced by the two drugs and serotonin, we used an unbiased RNA-sequencing approach to identify differentially regulated genes in tricuspid valves isolated from the three treatment groups compared to non-treated rabbits. 

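The data behind the RNA-seq results are the numbers of reads that the authors counted on each gene in the tricuspid valves of 20 rabbits, 5 non-treated rabbits and 5 rabbits in each of the 3 treatment groups. Treated rabbits received serotonin, pergolide or dexfenfluramine in drinking water for 16 weeks. The methods section and the sample labels give doses of 80 mg/kg per day of serotonin, 0.5 mg/kg per day of pergolide and 20 mg/kg per day of dexfenfluramine, while the results section gives 10 mg/kg per day of dexfenfluramine. The authors depleted ribosomal RNA, prepared stranded libraries, aligned the reads to the rabbit genome oryCun2 with TopHat and counted them on Ensembl genes with HTSeq in union mode. The counts carry no normalization. Between 3247091 and 5921025 reads per valve were counted on genes, with a median of 4573978 in non-treated valves, 3890579 after serotonin, 4794216 after pergolide and 4294294 after dexfenfluramine. The counts cover 23669 genes, of which 13749 had a count in at least 1 valve. A single gene without a symbol, ENSOCUG00000029084, took 40.7% ± 7.39 (SD, n = 5) of the counts of a non-treated valve, 35.9% ± 4.07 (SD, n = 5) after serotonin, 32.9% ± 2.13 (SD, n = 5) after pergolide and 29.1% ± 5.65 (SD, n = 5) after dexfenfluramine. The counts were normalized here by edgeR's TMM method, and the 8683 genes that passed edgeR's filterByExpr were tested with edgeR's quasi-likelihood test in a single fit of all 20 valves. A gene was called a DEG when its p-value, adjusted by the Benjamini-Hochberg method, was under 0.05. The paper names limma-voom with variables from svaseq and RUVr, which are meant to estimate variation that the treatments do not explain. Its text does not give their number. The values at each result were computed without such variables, and fits with them were run as alternatives. Gene symbols were taken from Table S1, which lists DEGs of the study, so that 3532 of the tested genes (40.7%) had a symbol. Expression values are in CPM after TMM normalization, where CPM is the count relative to the total count of the valve.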

Principal component analysis identified subgroups of individuals based on treatment (Figure 2A). Moreover, hierarchical clustering of differentially expressed genes (DEGs) identified four clusters of distinct expression patterns that corresponded to different treatments (Figure 2B). 

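Principal components were computed here from the log2 CPM (prior count of 2) of the 500 genes with the largest variance. The first component held 32.8% of the variance and the second 16.4%. Of the variance of the valves on the first component, 73.0% lay between the 4 groups (permutation test with 100000 resamples, p = 6e-05). On the second component the share was 43.4% (permutation test, p = 0.028), and it lay between 26.7%, with the 100 genes of largest variance, and 92.6%, with the surrogate variables removed. Scores on the first component ranged from -19.3 to -0.24 in non-treated valves, from -18.7 to -4.08 after serotonin, from 2.49 to 14.7 after pergolide and from 6.00 to 28.5 after dexfenfluramine, so that each valve of a drug group had a higher score than each other valve. Non-treated and serotonin valves overlapped on both components, and so did the valves of both drug groups. Dexfenfluramine replicate 3 had a score of -18.5 on the second component, and the other valves of its group had scores between 1.65 and 8.01. With the components computed anew without that valve, the share of the second component lying between the drug groups and the others fell from 23.7% to 1.63%. That of the first component rose from 70.2% to 91.8%, so the parting of the drug groups from the others did not rest on that valve.

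**Figure D1:**
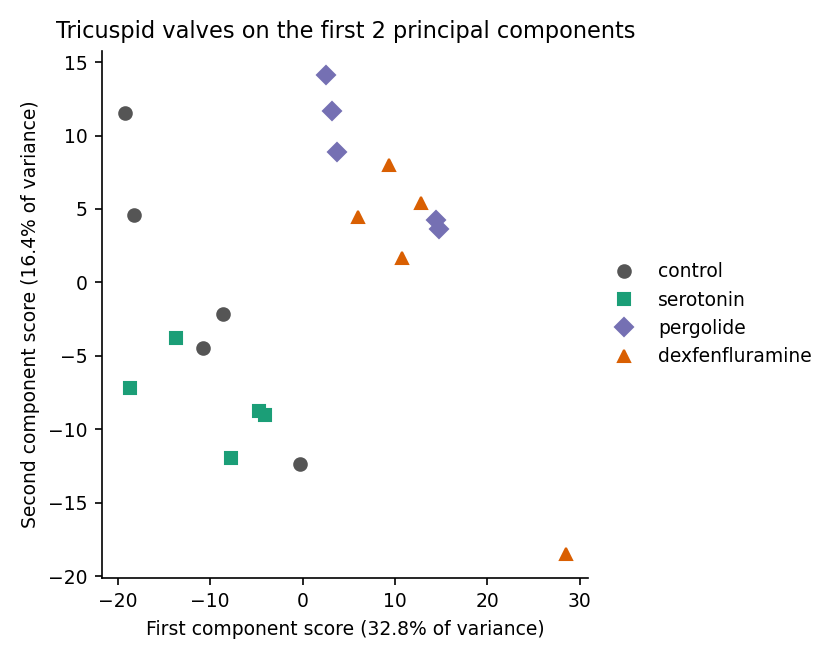
Scores of the 20 tricuspid valves on the first component (x axis) and the second component (y axis), each point a valve with its treatment given by colour and symbol. Drug-treated valves lie at 2.49 or above on the first component, and the other valves lie below 0.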

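The valves were clustered here on the 2998 genes called for at least 1 treatment, by average linkage on 1 minus the correlation of log2 CPM. Divided into 4 clusters, the tree gave a cluster of the 10 drug-treated valves, a cluster of the 5 serotonin valves, a cluster of 4 non-treated valves and a cluster holding non-treated replicate 3 alone. The adjusted Rand index against the treatment groups was 0.615 (permutation test of the valve labels with 2000 resamples, p = 0.0005, the smallest that they can give). With all 8683 tested genes, which were not selected for a difference between groups, the index was 0.622. Divided into 2, both trees parted the drug-treated valves from the non-treated and serotonin valves. After removal of 1 RUVr factor, or of the 4 surrogate variables that svaseq found, the 4 clusters of the selected genes were the 4 treatment groups. Both kinds of variable were removed with the groups held fixed. The RUVr factor comes from what the groups leave unexplained, while the surrogate variables can differ between groups. The first of them ran from -0.42 to 0.18 in non-treated valves and from -0.0025 to 0.62 after dexfenfluramine.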

In terms of numbers of DEGs per treatment (including both protein-coding and non-coding RNA species), pergolide and dexfenfluramine modified the expression of 2692 and 3020 genes, respectively, whereas only 533 genes were altered by serotonin. 

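In the fit of all 20 valves, 2157 genes differed between pergolide-treated and non-treated valves, of which 1052 rose and 1105 fell. Dexfenfluramine changed 2510 genes, with 1175 rises and 1335 falls, and serotonin changed 103 genes, with 90 rises and 13 falls. At an unadjusted p-value under 0.05, the numbers were 3219 for pergolide, 3532 for dexfenfluramine and 1372 for serotonin. In 100 simulations of counts with no difference between groups, at most 2 genes were called for any treatment. The simulated genes vary independently, so these simulations do not cover variation that many genes share. In other splits of the same valves into groups of 5, the median number was 0 for each treatment. The highest was 177 for serotonin, 119 for pergolide and 792 for dexfenfluramine. The serotonin number moved most with 3 RUVr factors, to 797 genes, and was 0 when the non-treated and serotonin valves were fitted alone (1117 at an unadjusted p-value under 0.05). It also rested on single valves. Without non-treated replicate 2, without non-treated replicate 5 or without serotonin replicate 1 no gene was called for serotonin (1183, 1255 and 1106 at an unadjusted p-value under 0.05), and without non-treated replicate 3 the number was 257. Across the 10 fits that each left out a valve of the groups compared, pergolide changed between 1772 and 2285 genes and dexfenfluramine between 2040 and 2805. Among called genes with a symbol, a mean log2 CPM of at least 1 and no overlap with the non-treated valves, the largest rise with serotonin was that of RPL37A (ENSOCUG00000009905), from 1.32 ± 0.38 CPM (SD, n = 5) to 4.35 ± 1.17 CPM (SD, n = 5). Its log2 fold change was 1.66 (standard error 0.35, adjusted p = 0.030). The largest fall was that of ARNTL (ENSOCUG00000005940), from 15.8 ± 7.86 CPM (SD, n = 5) to 2.58 ± 1.33 CPM (SD, n = 5), with a log2 fold change of -2.59 (standard error 0.62, adjusted p = 0.045). RPL36, RPS27, NFIL3 and NRXN3 followed, with log2 fold changes of 1.16, 1.12, -2.04 and -1.77. With pergolide, CYP3E1 (ENSOCUG00000017185) rose most, from 3.22 ± 1.32 CPM to 37.5 ± 14.1 CPM (SD, n = 5), a log2 fold change of 3.59 (standard error 0.76, adjusted p = 0.0018), and RPL21 (ENSOCUG00000027750) fell most, with a log2 fold change of -4.16 (standard error 0.40, adjusted p = 6.4e-07). KLB, CIDEA and TNNT2 changed by 2.94, 2.86 and -2.27, and ARNTL fell by 2.50. With dexfenfluramine, SCARNA20 (ENSOCUG00000028463) rose most, with a log2 fold change of 2.16 (standard error 0.42, adjusted p = 0.00075), followed by RPS7 and S100A6 with 1.96 and 1.80. RPL21 fell by 3.80, TNNT2 by 2.79 and SNORND104 by 2.32. RPL21 had few reads per drug-treated valve, with log2 CPM of at most 0.75 after pergolide and 0.94 after dexfenfluramine. The sizes of both of its falls are thus uncertain. Other named genes were near that level in non-treated valves, such as RPL37A and RPS7, each with log2 CPM of at most 1.13. SCARNA20 ran from -1.21 to 2.04 there. The sizes of these rises are uncertain too.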

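Of the genes called for pergolide, 1699 (78.8%) were called in the same direction for dexfenfluramine, and these made up 67.7% of the genes called for dexfenfluramine. The 1699 shared genes comprised 781 rises and 918 falls. All treatments were compared with the same non-treated valves, so chance in those valves enters every comparison. In the simulations without a difference between groups, which kept this sharing, both drugs called a gene in the same direction 0.01 times on average and at most 1 time. As their genes vary independently, a difference in tissue composition common to both drug groups is not covered. Of the genes called for serotonin, 26 (25.2%) were called in the same direction for at least 1 drug and 13 (12.6%) for both. Another 47 were called for a drug in the opposite direction.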

As shown on the Venn diagram of Figure 2C, pergolide and dexfenfluramine shared a majority of DEGs (up to 78%), consistent with PCA and hierarchical clustering analysis, while only about 30% of genes (169 genes) modified in response to serotonin were common to drug treatments. 

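Table S1 gives log2 fold changes for the DEGs of the study. For the 354 of its serotonin genes that were tested here, the log2 fold changes correlated with those of the fit at r = 0.990 across genes, which are not independent replicates. The correlation was 0.997 over 2621 pergolide genes and 0.993 over 2915 dexfenfluramine genes. Of the DEGs called here, 61 serotonin genes, 1943 pergolide genes and 2267 dexfenfluramine genes are listed in Table S1 with the same sign. A further 42, 214 and 243 were not found there for the same treatment, and no gene has the opposite sign. Absence does not show that the study did not call a gene. Table S1 has no list of genes shared by serotonin and a single drug, and some serotonin identifiers could not be matched. Among the genes that Table S1 gives as specific to serotonin, 115 are also listed for a drug with the opposite sign, and 70 have shortened identifiers that could not be matched to a gene.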

Full lists of DEGs for all comparisons are provided in Supplementary Material online (Table S1). These first analyses indicated that the two drugs induced more similar RNA profile modifications than serotonin did.

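Across the 8683 tested genes, the log2 fold changes of pergolide and dexfenfluramine correlated at r = 0.854 (jackknife error 0.062 over the valves). Those of serotonin correlated with pergolide at 0.299 (jackknife error 0.14) and with dexfenfluramine at 0.292 (jackknife error 0.18). Sharing the non-treated valves alone gives a correlation, which in the simulations without a difference averaged 0.534 for both drugs, with a highest value of 0.577, and 0.513 for serotonin with either drug. When the treatments were compared with different non-treated valves, over 20 divisions of these valves, the mean correlation was 0.617 between the drugs (0.428 to 0.731 in single divisions), 0.049 between serotonin and pergolide (-0.054 to 0.13) and 0.061 between serotonin and dexfenfluramine (-0.16 to 0.16). The same divisions of simulated groups without a difference, with genes that vary independently, gave at most 0.059. Direct comparisons do not involve the non-treated valves. No gene differed between dexfenfluramine and pergolide at an adjusted p-value under 0.05 (613 at an unadjusted p-value under 0.05), and that number was 115 with 1 RUVr factor and 225 with 3. Pergolide and serotonin differed in 2389 genes, and dexfenfluramine and serotonin in 2631. With the groups taken in pairs, 3682 genes differed between the drug-treated valves and the non-treated and serotonin valves together, and in 654 of these the 10 valves of the pairs did not overlap, against 0.094 by chance. From the principal components, the clusters and the shared DEGs, the paper reasons that the changes in RNA profiles were more alike between the drugs than with serotonin.

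**Figure D2:**
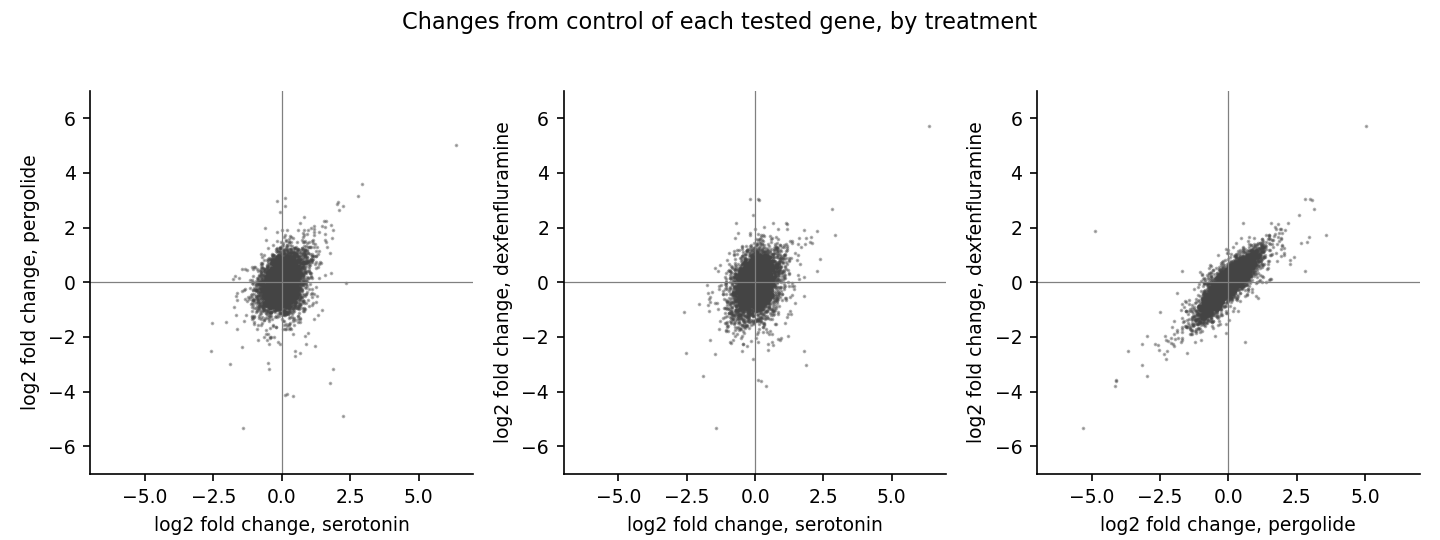
Log2 fold change against non-treated valves of each of the 8683 tested genes, 1 point per gene, for serotonin and pergolide (left), serotonin and dexfenfluramine (middle) and pergolide and dexfenfluramine (right). Points lie along the diagonal in the right panel (r = 0.854) and spread more widely in the other panels (r = 0.299 and r = 0.292).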

RT-qPCR analyses were performed to validate our RNA-seq data (Figure 2D). Both techniques demonstrated the upregulation of *COL1A2*, and *MGP*, encoding collagen type I α2 chain and Matrix Gla protein, respectively, in response to the three treatments, upregulation of the ribosomal protein L11 gene *RPL11* by serotonin, upregulation of *HAPLN1* encoding Hyaluronan And Proteoglycan Link Protein 1 by dexfenfluramine, and downregulation of miR-107 in response to pergolide.

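In the counts, COL1A2 (ENSOCUG00000012264) rose from 574 ± 121 CPM (SD, n = 5) in non-treated valves to 1077 ± 199.6 CPM (SD, n = 5) after pergolide, a log2 fold change of 0.91 (standard error 0.17, adjusted p = 0.00065). After dexfenfluramine it was 1120 ± 249 CPM (SD, n = 5), a log2 fold change of 0.96 (standard error 0.17, adjusted p = 0.00034). After serotonin it was 778 ± 141 CPM (SD, n = 5), a log2 fold change of 0.44 that did not pass the threshold over all genes (standard error 0.17, adjusted p = 0.21; exact two-sided permutation test, p = 0.032). MGP (ENSOCUG00000016964) rose from 544 ± 156 CPM (SD, n = 5), with log2 fold changes of 0.78 after serotonin (adjusted p = 0.035), 0.72 after pergolide (adjusted p = 0.0047) and 0.68 after dexfenfluramine (adjusted p = 0.0060). The serotonin value did not pass in 6 of the 10 fits that left out a valve. RPL11 (ENSOCUG00000022928) rose from 234 ± 29.3 CPM (SD, n = 5) to 323 ± 23.9 CPM (SD, n = 5) after serotonin, a log2 fold change of 0.47 (standard error 0.12, adjusted p = 0.051), and all 5 serotonin valves lay above all non-treated valves (exact two-sided permutation test, p = 0.0079, the smallest that 5 valves against 5 allow). It fell after pergolide and dexfenfluramine, by 0.37 and 0.41 on the log2 scale (adjusted p = 0.026 and 0.013). HAPLN1 (ENSOCUG00000002630) rose from 39.2 ± 19.1 CPM (SD, n = 5) to 78.8 ± 32.4 CPM (SD, n = 5) after dexfenfluramine, a log2 fold change of 0.99 (standard error 0.31, adjusted p = 0.021), which was 0.73 without dexfenfluramine replicate 3. It did not pass in 3 of the 10 fits that left out a valve. Of the 8 rises that the paper reports for these genes, 6 passed the threshold over all genes tested and 8 when adjusted over the list alone. The study chose these genes, so the second number is not independent evidence. The gene for miR-107 (ENSOCUG00000018137) had 20 reads in all over the 5 non-treated valves and 9 over the 5 pergolide valves, too few to pass the filter on low counts (exact two-sided permutation test on normalized counts, p = 0.056).

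**Figure D3:**
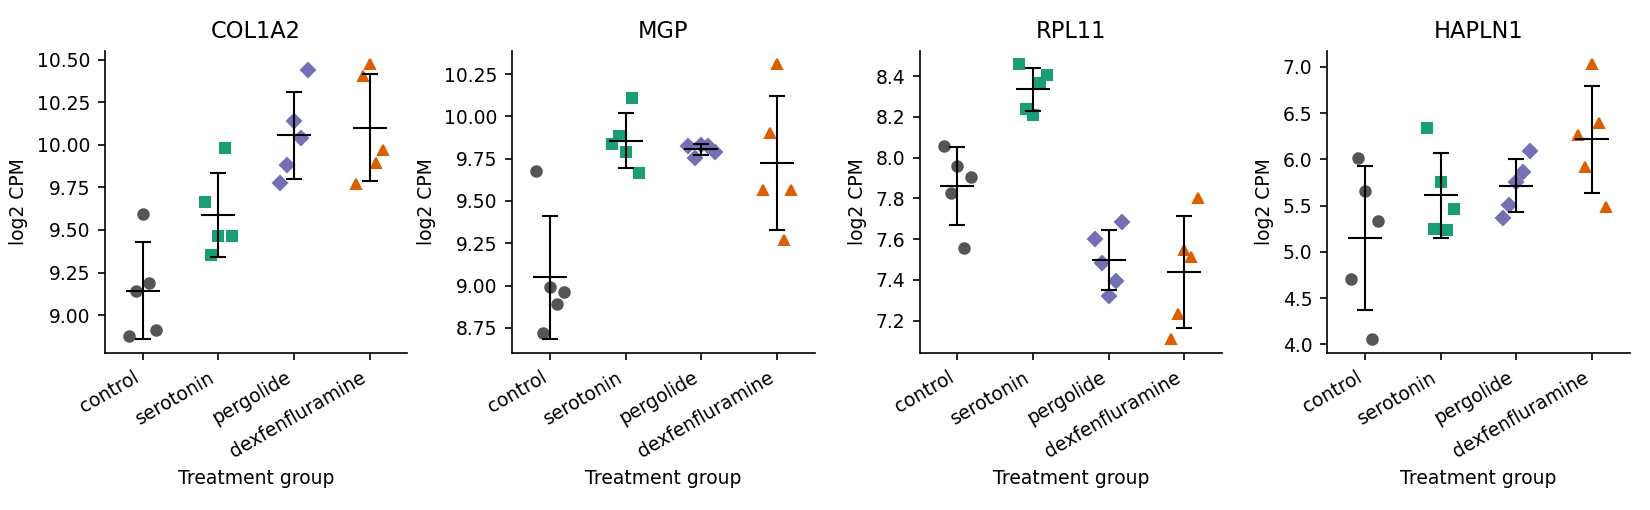
Log2 CPM (y axis) of COL1A2, MGP, RPL11 and HAPLN1 in each tricuspid valve by treatment group (x axis), with the mean and SD of 5 valves as bars. The 5 serotonin valves lie above the 5 non-treated valves for RPL11, and the serotonin valves overlap the non-treated valves for COL1A2, MGP and HAPLN1.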

### 2.3. Gene Ontology Analyses Depict Enrichment of Distinct Biological Processes Leading to Valve Remodeling

To determine the biological functions associated with DEGs changes induced by the two drugs and serotonin, Gene Ontology (GO) analysis was performed. 

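The fit of all valves gave 13 genes called in the same direction for all treatments (11 rises and 2 falls) and 1686 called in the same direction for both drugs but not for serotonin. Not called in the same direction for another treatment were 77 of the serotonin genes, 447 of the pergolide genes and 809 of the dexfenfluramine genes. Genes called for no other treatment in either direction numbered 30, 444 and 804. The number for all treatments lay between 0 and 73 across the 20 fits that each left out a valve, and was 73 without non-treated replicate 3. A list of genes called for a single drug is set by the threshold in the other drug as well. Of the genes that Table S1 gives as specific to pergolide, 545 were tested, and 94.3% of them moved in the same direction with dexfenfluramine. Of the 839 tested genes that it gives as specific to dexfenfluramine, 93.6% moved in the same direction with pergolide. The median size of the log2 fold change in these lists was 0.49 and 0.48 with the drug of the list, and 0.23 and 0.24 in the same direction with the other drug. Sharing the non-treated valves raises such shares, and of genes chosen in a like manner in simulated groups without a difference, 71.2% to 77.1% for pergolide and 71.5% to 77.3% for dexfenfluramine had the same sign with the other drug. Compared directly between the drugs, none of these genes passed an adjusted p-value of 0.05, while 120 of the pergolide list and 141 of the dexfenfluramine list had an unadjusted p-value under 0.05.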

Lists of DEGs common to all treatments (165 genes), to the two drugs (1927 genes), and specific to each of the treatments (serotonin: 273 genes; pergolide: 572 genes; dexfenfluramine: 862 genes) were separately considered for the analysis (Figure 2C). Figure 3A visualized the biological processes (GO terms) enriched by the three treatments as well as some genes associated with one or more GO terms. The biological processes included cell respiration, glucose, fatty acid, and nucleotide metabolic processes, along with response to oxygen levels and muscle structure development. 

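The processes were examined here through lists of genes written from the names of the GO terms, since the rabbit counts come without annotation. Only genes with a symbol could be placed in a list, and each list was compared with the other tested genes that have a symbol by camera with a preset inter-gene correlation of 0.01. The p-values were adjusted over all 13 process lists and the treatments together. The list for cellular respiration had 42 tested genes, of which serotonin changed 0, pergolide 4 and dexfenfluramine 23, all of them downwards. Adjusted over the list alone, the numbers were 0, 0 and 31. Of 16 genes of glucose metabolism, pergolide changed 8 and dexfenfluramine 9 in both directions, and of 12 genes of fatty acid metabolism pergolide lowered 2 and dexfenfluramine 6. Of 30 genes of muscle structure, pergolide lowered 5 and dexfenfluramine 18. Serotonin changed none of the genes of these lists at an adjusted p-value under 0.05 over all genes. Over a list alone it changed 7 of the 16 genes of glucose metabolism and none of the genes of respiration, fatty acid metabolism or muscle structure. The genes named in Figure 3A, all 46 of them tested, had medians of -0.46 with serotonin, -0.62 with pergolide and -0.84 with dexfenfluramine, and 3, 21 and 39 of them were called over all genes and 20, 30 and 46 over the list alone. Every gene of a list has its symbol from Table S1, so the study selected it on these valves. Counts of changed genes and medians of any list are thus not independent evidence of a difference. The same holds for tests of a list that do not compare it with other genes. Camera compares a list with other genes selected in the same way.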

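The medians of the log2 fold changes of the metabolic lists were below 0 in each treatment. For cellular respiration the median was -0.26 with serotonin (31 of 42 genes lower, adjusted p = 0.0011 from camera), -0.38 with pergolide (36 of 42 lower, adjusted p = 0.094) and -0.72 with dexfenfluramine (39 of 42 lower, adjusted p = 0.00034). For muscle structure it was -0.50, -0.62 and -0.98 in the same order (adjusted p = 3.0e-05, 0.023 and 0.00017). Glucose metabolism passed with serotonin (-0.41, adjusted p = 0.00017) and fatty acid metabolism with serotonin (-0.27, adjusted p = 0.0058) and dexfenfluramine (-0.72, adjusted p = 0.034). The 13 mitochondrially encoded genes fell with pergolide (median -1.07, adjusted p = 0.0036) and dexfenfluramine (median -1.45, adjusted p = 0.00017), and their change with serotonin was -0.061 (adjusted p = 0.45). With fry, which keeps the correlation between genes, the calls for dexfenfluramine and the pergolide call for mitochondrially encoded genes held, and the calls for serotonin and the pergolide call for muscle structure did not. With a correlation estimated for each list, none of the calls in the process lists held. Cardiomyocyte markers, which stand for myocardium in the sample, had medians of -0.45 with serotonin, -0.61 with pergolide and -1.06 with dexfenfluramine. After subtraction of the mean of each group, the mean log2 CPM of the cardiomyocyte markers and of the respiration genes correlated across the 20 valves at r = 0.935 and rho = 0.913 (permutation tests with 100000 resamples, each p = 1e-05, the smallest that they can give, and 2e-05 after adjustment over 4 relations). The correlation was 0.944 without non-treated replicate 3 and dexfenfluramine replicate 3, the 2 valves farthest from the median of the markers. The mitochondrially encoded genes followed the markers within the groups as well (r = 0.928 and rho = 0.910, permutation tests, each p = 1e-05). With the cardiomyocyte score as a covariate, the medians for cellular respiration were 0.026, 0.019 and -0.027, while those of the mitochondrially encoded genes were 0.29, -0.55 and -0.48. Those for glucose metabolism were -0.25, 0.013 and 0.082 with that covariate. With the surrogate variables in edgeR, the medians for cellular respiration were above 0, at 0.15, 0.14 and 0.094. The first of these variables followed the cardiomyocyte score within the groups (r = -0.945 and rho = -0.940 over 20 valves, permutation tests, each p = 1e-05), so a fit with these variables also takes out most of what varies with the myocardium in the sample. Among the respiration genes NDUFB3 (ENSOCUG00000011069) and NDUFB6 (ENSOCUG00000005089) had the smallest p-values with dexfenfluramine. NDUFB3 fell from 73.8 ± 26.0 CPM (SD, n = 5) to 26.3 ± 9.28 CPM (SD, n = 5), a log2 fold change of -1.47 (standard error 0.30, adjusted p = 0.0012). NDUFB6 changed by -1.14 with dexfenfluramine and by -0.73 with pergolide.

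**Figure D4:**
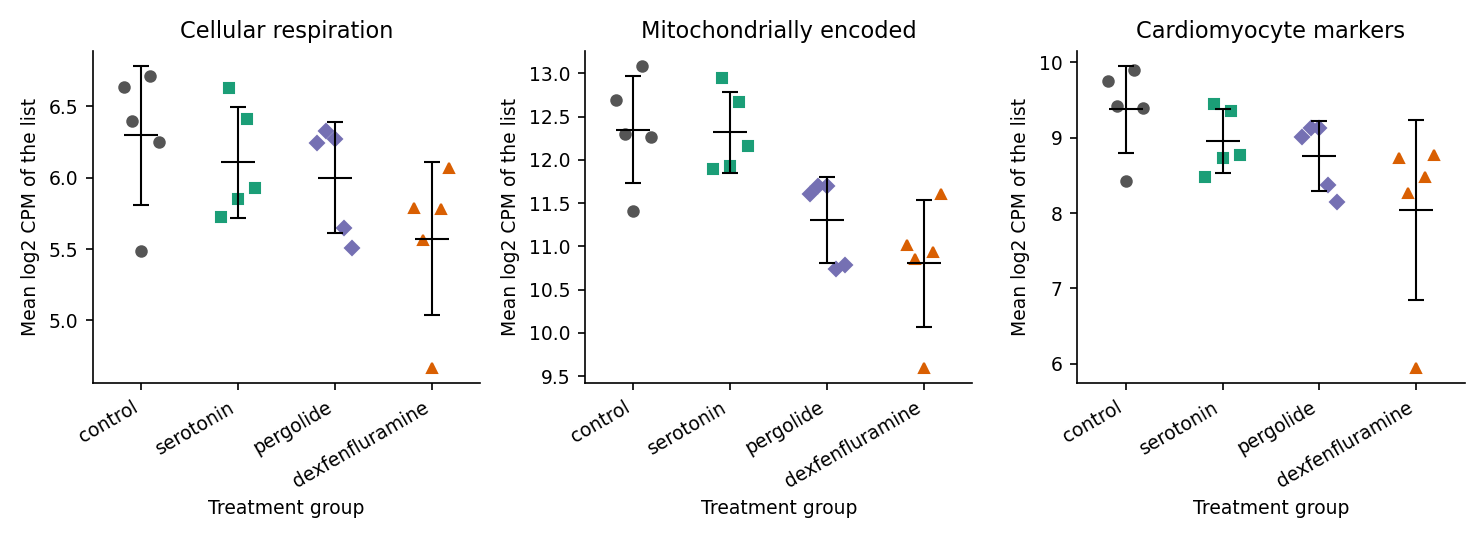
Mean log2 CPM (y axis) of the genes of cellular respiration, the mitochondrially encoded genes and the cardiomyocyte markers in each valve by treatment group (x axis), with the mean and SD of 5 valves as bars. Dexfenfluramine replicate 3 is the lowest valve in each panel, at 5.94 for the cardiomyocyte markers.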

More specific trends in GO terms were shown in Figure 3B, indicating that the three treatments modified the expression of genes that mostly contributed to a decrease of these processes that were all related to cell metabolism. In accordance with this result, we observed an increase of phosphorylation of the central energy sensor AMP-activated protein kinase-α (AMPK-α) on residue Thr172, which reached statistical significance in response to serotonin and pergolide (*p* < 0.05) as compared to non-treated rabbit valves (Figure 3C).

The 1927 genes that were modified by pergolide and dexfenfluramine were enriched for decreased RNA processing, ribonucleoprotein complex biogenesis, and gene expression (Figure 4A,B). 

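Of 46 tested genes in the list for RNA processing, pergolide lowered 29 and raised 6, and the median log2 fold change was -0.35 (adjusted p = 0.00017 from camera). Dexfenfluramine lowered 30 and raised 5, with a median of -0.34 (adjusted p = 0.0011). Adjusted over the list alone, 42 genes passed with each drug. Of 29 genes of ribonucleoprotein complex biogenesis, pergolide lowered 17 and raised 7 (median -0.47, adjusted p = 0.014), and dexfenfluramine lowered 19 and raised 4 (median -0.48, adjusted p = 0.0096). All 4 calls held with fry and none with a correlation estimated for each list. HNRNPA2B1 (ENSOCUG00000026859) fell from 263 ± 23.5 CPM (SD, n = 5) to 132 ± 11.5 CPM (SD, n = 5) after pergolide and 141 ± 6.17 CPM (SD, n = 5) after dexfenfluramine, with adjusted p-values of 1.8e-07 and 4.5e-07 and a log2 fold change of -0.90 (standard error 0.084) for dexfenfluramine. HNRNPH3 fell by 1.05 with pergolide and HNRNPA3 by 0.90 with dexfenfluramine. ZNHIT6, of ribonucleoprotein complex biogenesis, fell by 1.16 with pergolide and 1.03 with dexfenfluramine, and RIOK1 fell by 0.79 with pergolide. WDR36 rose by 0.65 with dexfenfluramine.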

The two drugs also provoked an enrichment of genes involved in cell response to growth factors, including TGF-β, cell-matrix adhesion, collagen fibril organization, and blood vessel development. 

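The list for the response to TGF-β had 20 tested genes, all of them among the genes that the study selected on these valves. Its median log2 fold change was 0.58 with pergolide (19 of 20 genes higher, adjusted p = 0.00060 from camera) and 0.54 with dexfenfluramine (19 of 20 higher, adjusted p = 0.00038). For collagen fibril organization, with 16 genes, the medians were 0.58 (adjusted p = 0.00072) and 0.60 (adjusted p = 0.00099). Both lists also passed with fry, and neither passed with a correlation estimated for each list. With the cardiomyocyte score as a covariate, the response to TGF-β passed with both drugs (medians 0.48 and 0.37). Collagen fibril organization then passed with pergolide (0.47) and not with dexfenfluramine (0.33, adjusted p = 0.058 from camera). COL3A1 (ENSOCUG00000014988) rose from 1044 ± 269 CPM (SD, n = 5) to 2090.3 ± 393 CPM (SD, n = 5) after pergolide, a log2 fold change of 1.00 (standard error 0.17, adjusted p = 0.00021), and by 0.95 on the log2 scale after dexfenfluramine. FBN1 rose by 0.65 and 0.71 and SERPINH1 by 1.24 and 1.25 with pergolide and dexfenfluramine. The list for blood vessel development had 11 tested genes and did not pass, with medians of 0.33 (adjusted p = 0.59) and 0.26 (adjusted p = 0.29). With fry it passed for dexfenfluramine (adjusted p = 0.026), and over all alternatives its adjusted p-value for dexfenfluramine lay between 0.026 and 0.70. Of the 57 genes named in Figure 4A, which the study chose on these valves, 53 were tested. Pergolide raised 28 and lowered 22 of them and dexfenfluramine raised 29 and lowered 21, with medians of 1.02 and 0.87. With at least 10 counts required in every valve, these medians were -1.03 and -0.88. PDGFRB rose by 0.75 with pergolide and 0.76 with dexfenfluramine, MMP2 by 0.60 with dexfenfluramine, and ETS1 fell by 0.35 with pergolide.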

We thus determined whether treatments with the two drugs and serotonin would differentially trigger the activation of MAPK pathways. The p38 MAPK pathway is indeed activated downstream of TGF-β receptors and is required for TGF-β-induced myofibroblastic activation of valvular interstitial cells (VICs) [10]. While ERK phosphorylation was only induced by serotonin treatment (Figure 4C), we found significantly elevated p38 MAPK phosphorylation in valves of rabbits treated with pergolide that was also marginally induced by dexfenfluramine but not with serotonin.

We then searched for biological processes that would distinguish each treatment (Figure 5A–F). It appeared that, in sharp contrast to the two drugs together, serotonin caused an increase of ribonucleoprotein complex biogenesis, gene expression, and RNA processing (Figure 4A,B and Figure 5A,B). 

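With serotonin, 37 of the 46 genes of RNA processing had a higher level than in non-treated valves, with a median log2 fold change of 0.14 (adjusted p = 0.00017 from camera). Of the 29 genes of ribonucleoprotein complex biogenesis 23 were higher, with a median of 0.19 (adjusted p = 0.021). Both passed with fry. At an adjusted p-value under 0.05, serotonin raised 3 and 1 genes of these lists, and adjusted over the list alone 14 and 4 genes passed. The mean log2 CPM of the RNA processing genes was 6.43 ± 0.078 (SD, n = 5) after serotonin and 6.23 ± 0.077 (SD, n = 5) in non-treated valves (exact two-sided permutation test, p = 0.016, adjusted p = 0.034 over 30 comparisons). After pergolide it was 5.92 ± 0.038 (SD, n = 5) and after dexfenfluramine 5.95 ± 0.070 (SD, n = 5). Compared directly with serotonin, each drug was lower in all valves (exact two-sided permutation test, p = 0.0079, adjusted p = 0.024 over 45 comparisons). The same was true of ribonucleoprotein complex biogenesis. The study selected the genes of both lists on these valves, so these tests are not independent evidence. PPIG (ENSOCUG00000011084) rose with serotonin from 212 ± 21.1 CPM (SD, n = 5) to 299 ± 47.3 CPM (SD, n = 5), a log2 fold change of 0.49 (standard error 0.097, adjusted p = 0.029). RBM25 rose by 0.44, ESF1 by 0.53 and NCL by 0.45, and NCL did not pass (adjusted p = 0.054). The cytosolic ribosomal protein genes rose with serotonin, 39 of 52 being higher, with a median of 0.25 (adjusted p = 2.8e-05), RPS15A (ENSOCUG00000000179) among them with 0.78 (adjusted p = 0.029). The genes named in Figure 5A, which the study chose on these valves, had a median of 0.79 over 19 tested genes, EEF1B2 (ENSOCUG00000009848) among them with 0.79 (adjusted p = 0.029).

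**Figure D5:**
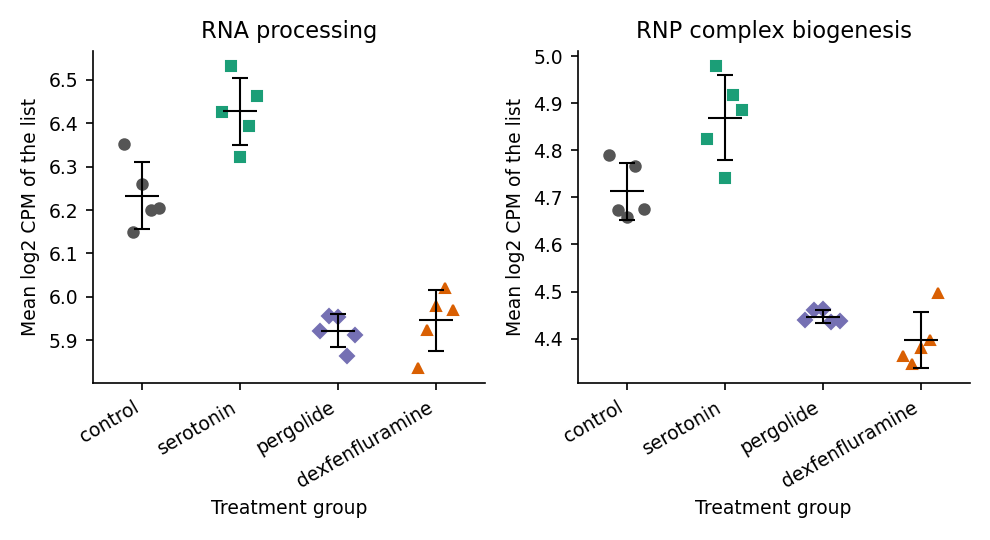
Mean log2 CPM (y axis) of the genes of RNA processing and of ribonucleoprotein (RNP) complex biogenesis in each valve by treatment group (x axis), with the mean and SD of 5 valves as bars. Drug-treated valves lie below the non-treated valves in both panels, and the serotonin mean lies above the non-treated mean.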

In agreement with the strong activation of AMPK-α, pergolide specifically affected genes promoting homeostatic process, and, to a lesser extent, organ growth (Figure 5C,D). 

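The homeostatic process was followed through the genes named in Figure 5C, which the study selected on these valves, so their level of change is not independent evidence. Of the 45 genes named, 40 were tested, and pergolide raised 18 and lowered 6 of them at an adjusted p-value under 0.05. Their median log2 fold change was 0.95 with pergolide (adjusted p = 0.033 from camera over the lists of figures). KLB (ENSOCUG00000009086) rose from 1.45 ± 0.70 CPM (SD, n = 5) to 11.0 ± 3.46 CPM (SD, n = 5), with a standard error of 0.59 on its log2 fold change and an adjusted p-value of 0.0011. CIDEA (ENSOCUG00000011380) rose from 5.03 ± 3.75 CPM (SD, n = 5) to 35.8 ± 14.0 CPM (SD, n = 5), with a standard error of 0.66 and an adjusted p-value of 0.0032. The 12 tested adipocyte markers, which stand for fat tissue in the sample, had a median of 2.00 with pergolide (adjusted p = 0.0018 from camera over the marker lists), and ACACA among them rose by 0.68. Of these markers, 8 are themselves genes of Figure 5C. For the other 32 tested genes of the figure the median was 0.83, and 0.11 with the adipocyte score as a covariate.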

Finally, dexfenfluramine treatment increased cytoskeletal organization and tissue morphogenesis (Figure 5E,F), which might corroborate the observed distinct changes induced on valve histology (Figure 1). 

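The list for cytoskeleton organization had 40 tested genes. With dexfenfluramine 22 of them were higher and 18 lower, the median log2 fold change was 0.21 (adjusted p = 0.60 from camera), and 12 rose and 7 fell at an adjusted p-value under 0.05. The list did not pass with fry (adjusted p = 0.38). The smallest p-values belonged to genes that fell. ACTR3 (ENSOCUG00000024677) went from 18.0 ± 2.56 CPM (SD, n = 5) to 7.98 ± 1.63 CPM (SD, n = 5), a log2 fold change of -1.17 (standard error 0.15, adjusted p = 1.7e-05), and KIF5B fell by 0.64. Among the genes named in Figure 5E, which the study chose on these valves, 44 were tested, of which dexfenfluramine raised 24 and lowered 6. Their median was 0.68 (adjusted p = 0.088 from camera over the lists of figures, and 0.00029 with fry). ASAP3 (ENSOCUG00000000227) rose by 0.74 on the log2 scale (standard error 0.15, adjusted p = 0.0013) and TMEM67 by 0.85.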

Altogether, these results indicated that high-dose serotonin, pergolide, and dexfenfluramine cause valve remodeling through distinct molecular pathways and biological processes. 

## 3. Discussion

Our study is the first in vivo demonstration of adverse heart valve alterations induced by chronic oral administration of either an amphetaminic anorectic drug, dexfenfluramine, or an ergot derivative, pergolide. We uncovered a novel mechanism of drug-induced VHD relying on disruption of cell metabolism and associated extracellular matrix (ECM) remodeling.

A comparison of the effects of these drugs with those of a high dose of serotonin indicated that the mechanisms leading to valve lesions are likely to differ. Indeed, the three treatments yielded distinct valve histology modifications, signaling pathway activation, and differential changes in RNA profiles. Nevertheless, as proposed earlier [3,6,7], we could not exclude that the drugs might exert their effect by interacting with serotonin receptors. It is possible that the drugs might exhibit higher affinity for 5-HT_2B_ receptors than serotonin, thereby triggering differential cell responses [8]. The identity of the valve receptors mediating the drug effects remains to be investigated.

We also found that these treatments caused distinguished histological lesions with different ECM reorganization. Valve leaflets display a complex, multi-layered ECM structure that provides strength, flexibility, and resistance to bending and tensile stretch. ECM turnover is tightly regulated by VICs, the major cell type of the valves. Under pathological conditions, transition of VIC to an activated state enhances ECM synthesis and degradation [11,12]. Dysregulation of ECM turnover, i.e., ECM remodeling, is therefore a major contributor to leaflet dysfunction and VHD [13]. Our finding that dexfenfluramine led to distinct ECM remodeling as compared to serotonin is in agreement with a previous study on human pathological valves showing distinctive microscopic valve features after amphetaminic anorectic exposure compared to carcinoid heart diseases [9]. We observed that pergolide and serotonin resulted in higher GAG content, while dexfenfluramine led to accumulation of disorganized collagen fibers and less GAG. As observed in myxomatous mitral valve degeneration [14], high GAG content is known to contribute to leaflet weakening and valve prolapse, while collagen accumulation with less GAG is associated with leaflet stiffening as in rheumatic mitral stenosis.

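With serotonin, the median log2 fold change of the genes of the response to TGF-β was 0.14 (13 of 20 genes higher, adjusted p = 0.16 from camera). Their mean log2 CPM was 6.08 ± 0.066 (SD, n = 5) after serotonin, 6.45 ± 0.13 (SD, n = 5) after pergolide and 6.50 ± 0.12 (SD, n = 5) after dexfenfluramine, against 5.91 ± 0.12 (SD, n = 5) in non-treated valves. Compared directly, pergolide exceeded serotonin by 0.37 and dexfenfluramine by 0.42 on the log2 scale, with all drug-treated valves above all serotonin valves (exact two-sided permutation test, p = 0.0079, adjusted p = 0.024 over 45 comparisons). For the genes of collagen fibril organization, serotonin had a median of 0.19 (adjusted p = 0.014 from camera, 0.075 with fry), and the drugs exceeded serotonin by 0.36 and 0.37. The study selected the genes of both lists on these valves, so these differences are not independent evidence. Markers of valvular interstitial cells, of which 11 were tested, had medians of 0.33 with serotonin, 0.68 with pergolide and 0.66 with dexfenfluramine. Within the groups their mean log2 CPM fell as the cardiomyocyte score rose (r = -0.839, permutation test, p = 0.00036, adjusted p = 0.00048). With that score as a covariate the medians were 0.17, 0.63 and 0.32, and only that of pergolide passed. A difference in the share of myocardium thus stays open for the rises of these markers with serotonin and dexfenfluramine. Other differences in tissue composition, such as the share of interstitial cells, stay open for all treatments and for the lists above. The cardiomyocyte score does not measure them.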

In line with these observations, our RNA-seq data depicted that the two drugs, in contrast to serotonin, promoted cell responses to TGF-β and activated p38 MAPK. Notably, TGF-β-mediated p38 MAPK activation plays a key role in VIC transition to an activated state, and subsequent fibrosis [10,15]. Overall, our RNA profiling revealed differential changes in RNA expression patterns in response to the two drugs and serotonin. 

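At a stricter adjusted p-value under 0.01, pergolide changed 1191 genes, dexfenfluramine 1409 and serotonin 0. With the surrogate variables from svaseq in edgeR, pergolide changed 1115 genes, dexfenfluramine 944 and serotonin 101, in a fit that also takes out what varies with the cardiomyocyte score. In splits of the same valves into other groups of 5, the highest number of genes was 119 for the pergolide and non-treated valves, 792 for the dexfenfluramine and non-treated valves and 177 for the serotonin and non-treated valves, over 99 other splits of each.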

First, the number of DEGs was much higher upon drug treatment than with serotonin. 

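The genes called in the same direction for all treatments made up 0.603% of those called for pergolide and 0.518% of those called for dexfenfluramine. With 1 RUVr factor, 156 genes were called in the same direction for all treatments, which were 5.49% of the genes called for pergolide and 4.88% of those called for dexfenfluramine.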

Second, the two drugs shared up to 75% of DEGs, while only 5–6% of DEGs were shared with serotonin. More importantly, our data pointed out distinct biological processes triggered by the three treatments. 

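The genes of cytosolic ribosomal proteins moved in both directions with the drugs. Of 52 tested genes, pergolide raised 27 and lowered 15 (median log2 fold change 0.31, adjusted p = 0.083 from camera), and dexfenfluramine raised 27 and lowered 12 (median 0.34, adjusted p = 0.019). RPSA (ENSOCUG00000022661) rose from 11.9 ± 1.86 CPM (SD, n = 5) to 33.8 ± 3.57 CPM (SD, n = 5) after pergolide and 39.5 ± 5.69 CPM (SD, n = 5) after dexfenfluramine, and RPL21 fell from 10.8 ± 3.04 CPM (SD, n = 5) to 0.57 ± 0.44 and 0.77 ± 0.50 CPM (SD, n = 5).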

Interestingly, the two drugs were found to slow down the valve biosynthetic process. In particular, pergolide promoted the homeostatic biological process.

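With dexfenfluramine, the genes named in Figure 5C had a median log2 fold change of 0.45, with 1 gene called, and with serotonin 0.31, with 0 called. Compared directly between the drugs, no gene of the 40 differed at an adjusted p-value under 0.05 (13 at an unadjusted p-value under 0.05), and the median difference of dexfenfluramine from pergolide was -0.35. The mean log2 CPM of these genes was 3.28 ± 0.17 (SD, n = 5) after pergolide and 2.87 ± 0.46 (SD, n = 5) after dexfenfluramine (exact two-sided permutation test, p = 0.063, adjusted p = 0.13 over 45 comparisons). Without dexfenfluramine replicate 3 this difference of -0.41 was -0.21.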

Despite the recognized importance of valvular cell biology in the pathogenesis of VHD, there is a paucity of information regarding the metabolism of heart valves. However, the metabolic syndrome has long been associated with VHD such as calcific aortic stenosis, suggesting that cardiometabolic risk factors could actively participate in the pathophysiology of aortic valve disease [16]. Furthermore, it has been shown in mouse models that hyperglycemia and mild hyperlipidemia can induce aortic valve disease [17]. An in vitro study using porcine VICs provided a direct link between cell metabolism and cell-matrix interaction [18]. This study showed that an alteration in metabolic substrate availability could affect valvular phenotypic properties such as contractility, as shown in a collagen gel contraction assay. The authors proposed that persistent hyperglycemia could lead to valvulopathy through pathological collagen remodeling. Our study goes a step further by strongly suggesting that metabolism disturbance induced by serotonergic drugs like pergolide and dexfenfluramine may lead to valve disease through valve metabolic reprogramming and subsequent ECM remodeling. 

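The list for cell-matrix adhesion had 22 tested genes. Its median log2 fold change was 0.30 with pergolide (18 of 22 genes higher, adjusted p = 0.023 from camera) and 0.32 with dexfenfluramine (17 of 22 higher, adjusted p = 0.073), and it passed for both drugs with fry. With serotonin the median was -0.023 (adjusted p = 0.72). The mean log2 CPM of these genes was 0.28 higher after pergolide than after serotonin and 0.20 higher after dexfenfluramine, each without overlap between the valves (exact two-sided permutation test, p = 0.0079, adjusted p = 0.024 over 45 comparisons). These genes too were selected by the study on these valves, so that test is not independent evidence. FBLN7 (ENSOCUG00000002898) rose with pergolide from 23.1 ± 5.10 CPM (SD, n = 5) to 57.6 ± 9.97 CPM (SD, n = 5), a log2 fold change of 1.32 (standard error 0.18, adjusted p = 3.7e-05), and SVEP1 rose by 0.56 with dexfenfluramine. BCAR1 fell by 0.63 with pergolide and 0.52 with dexfenfluramine.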

The fact that the two drugs led to a significant increase in cell-matrix adhesion further supports the existence of a link between cell metabolism and cell-mediated ECM remodeling [19]. As a general rule, energy and nutrient availability dictate the level and type of biosynthesis in the cell, including the synthesis of ECM, integrin-dependent cell–ECM interactions, and the amount of energy available to maintain cell viability and undergo cytoskeletal remodeling [20]. It is therefore noteworthy that genes modified by dexfenfluramine were enriched for cytoskeletal organization process. Furthermore, changes in cytoskeleton organization may promote VHD. For instance, RhoA signaling drives heart valve calcification [21], and mutations in *Flna* [22] and *Dchs1* [23] encoding a cadherin and a cytoskeleton protein involved in mechanotransduction, respectively, both lead to the development of myxomatous valve disease. 

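With pergolide, 20 of the 40 genes of cytoskeleton organization were higher and 20 lower (median log2 fold change -0.0058). The mean log2 CPM of the list was 5.87 ± 0.061 (SD, n = 5) after dexfenfluramine and 5.77 ± 0.058 (SD, n = 5) after pergolide (exact two-sided permutation test, p = 0.056, adjusted p = 0.12 over 45 comparisons). Among the genes named in Figure 5E, 0 of 44 differed between the drugs at an adjusted p-value under 0.05 and 13 at an unadjusted p-value under 0.05. Their median with pergolide was 0.26, with 1 gene called, and the median difference of dexfenfluramine from pergolide was 0.25. With pergolide these genes passed with fry too (adjusted p = 0.0057) and not with camera (adjusted p = 0.22). The mean log2 CPM after dexfenfluramine differed from that after pergolide by -0.018, and by 0.064 without dexfenfluramine replicate 3.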

Strikingly, VIC elongation that occurs under hypertensive conditions was associated with altered cell metabolism [24].

The impact of pergolide on valve metabolism was corroborated by a significant activation of the master regulator of cell energy homeostasis AMPK-α [25]. Once activated, AMPK triggers a switch from ATP-consuming anabolic pathways to ATP-generating catabolic pathways in order to preserve energy homeostasis. Biosynthetic processes, such as gluconeogenesis, glycogen synthesis, lipogenesis, cholesterol synthesis, and protein synthesis are inhibited, whereas glucose utilization, fatty acid oxidation, and mitochondrial biogenesis are stimulated. These pathways are dysregulated in obese patients presenting metabolic syndrome associated with diabetes, lipid abnormalities, and energy imbalances. In this context, AMPK has been an attractive drug target to manage lipid and glucose abnormalities and maintain energy homeostasis, alleviating cellular dysfunction in various cardiac diseases [26]. Our finding that pergolide, similarly to serotonin, activates AMPK is remarkable knowing that the role of this kinase in heart valve homeostasis was, until now, totally unknown.

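Counts of miR-107 were low in every group. They ranged from 1 to 8 reads per valve in non-treated valves, from 0 to 3 after pergolide, from 1 to 4 after serotonin and from 0 to 1 after dexfenfluramine. Over the 5 valves, serotonin gave 12 reads in all and dexfenfluramine 1. The counts are of reads on the gene and do not measure the mature microRNA on its own. Normalized for library size, the mean was 5.09 ± 3.72 counts (SD, n = 5) in non-treated valves, 3.11 ± 1.58 (SD, n = 5) after serotonin, 1.59 ± 1.18 (SD, n = 5) after pergolide and 0.17 ± 0.39 (SD, n = 5) after dexfenfluramine. In exact two-sided permutation tests against non-treated valves, p was 0.35 for serotonin and 0.016 for dexfenfluramine. Both drug groups lie at or under 3 reads in each valve, which was treated as a floor. Non-treated replicates 1 and 3, with 2 and 1 reads, lie under it too. The normalized non-treated mean was 1.70 times the floor, which sets no bound on the change, and the size of the change stays uncertain. Without a filter on low counts, the adjusted p-values were 0.69 for serotonin, 0.12 for pergolide and 0.0021 for dexfenfluramine.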

In agreement with the effect of pergolide on valve metabolism, this drug also significantly reduced valvular miR-107 levels, a key regulator of the process of metabolic reprogramming [27], mainly controlling glycolysis. miR-107 was reported to be upregulated in obese mice, and its silencing improved glucose homeostasis and insulin sensitivity [27]. The role of miR-107 in VHD has never been investigated.

Few studies have analyzed valve transcriptomic profiles by RNA-seq and mostly focused on calcified bicuspid and tricuspid aortic valves [28,29]. These studies highlighted main active biological processes leading to abnormal leaflet architectural organization, alteration of ECM constituents, and valvular remodeling. For instance, the study by Guauque-Olarte et al. [28] showed an enrichment for genes involved in fibrosis in diseased aortic valves versus normal ones, thereby suggesting that matrix remodeling could represent an interesting therapeutic target. This is strikingly similar to our findings with the two drugs. Indeed, biological processes such as response to TGF-ß, regulation of cell death, and cellular response to growth factors that are affected by the two drugs all represent mechanisms leading to fibrosis. To our knowledge, no other studies investigated RNA expression profiles in diseased tricuspid valves nor drug-induced modifications of valvular RNA. Thus, our study shows for the first time that serotoninergic drugs disrupt the normal valve homeostatic process, through biological processes that have been associated with degenerative aortic valve calcification.

Taken together, our data indicate that long-term use of pergolide or dexfenfluramine causes VHD through distinct molecular mechanisms resulting in valve metabolic reprogramming (Figure 6). Besides activation of p38 MAPK signaling, pergolide targets AMPK- and miR-107-dependent homeostasis processes, and dexfenfluramine affects cytoskeletal organization. Drug-induced alterations of valve homeostasis and/or cytoskeleton may modify valvular cell–ECM interactions, leading to ECM remodeling and subsequent valvulopathy.

Further investigations should determine whether antagonists of 5-HT_2B_ receptors could reverse pergolide or dexfenfluramine effects or whether targeting the identified pathways could prevent drug-induced valve remodeling. The evaluation of valvular effects of serotonergic drugs could also be clinically relevant. More generally, our findings highlight a need for improving our understanding of the link between metabolism and valvular heart disease, with the aim to identify new treatments of these diseases, along with valvulo-metabolic risk factors, as part of the cardiometabolic risk assessment.

## 4. Materials and Methods

### 4.1. Rabbits

Thirty-two 8-week female New Zealand white rabbits (Crl:KBL) (2–2.5 Kg) were divided into 4 groups (n = 8) based on drug treatment: serotonin (80 mg/kg/day), pergolide (0.5 mg/kg/day) [6], dexfenfluramine (20 mg/kg/day) [7], and non-treated controls. Drugs were administered via drinking water. Body weight was determined weekly throughout the protocol. After 16 weeks, blood samples were taken via catheterized marginal ear vein under general anesthesia (intramuscular injection of droperidol (0.625 mg/kg), and of a mixture of xylasine (5 mg/kg), and ketamine (35 mg/kg)). Adequacy of anesthesia was monitored by palpebral and pedal withdrawal reflex. They were then euthanized by intra-cardiac injection of sodium pentobarbital (200 mg/kg) before collection of heart tissues. All rabbit experiments are approved by our institutional ethics review board (Ethics Committee of the University of Liege, Belgium) and conform to the guidelines from Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes.

### 4.2. Measurements of Pergolide and Dexfenfluramine in Rabbit Plasma

Dexfenfluramine and pergolide concentrations in rabbit serum were determined by liquid chromatography coupled with mass spectrometry (LC–Chip–MS/MS). Briefly, the chromatographic separation was achieved on a 1200 series LC-chip system (Agilent Technologies, Germany) using an Ultra High Capacity chip including a 500 nL trapping column and a 150 mm × 75 μm analytical column, both packed with a Zorbax 80SB 5 μm C_18_ phase (Agilent Technologies). The mobile phase was composed of H_2_O/FA (100:0.1, *v/v*) (A) and ACN/H_2_O/FA (90:10:0.1, *v/v/v*) (B) and used in gradient elution mode (from 15% to 69% B in 5 min). Mass spectrometric detection was performed using a 6340 Ion Trap equipped with a nanoelectrospray ionization source operating in positive mode (Agilent Technologies, Waldbronn) (transitions followed for dexfenfluramine: 232.0 −> 158.8; 186.8 m/z and for pergolide: 315.2 −> 207.9; 267.0 m/z). Finally, an Oasis µElution MCX 96-well plate (Waters, UK) was used to prepare the samples for the analysis. Fifty microliters of plasma was needed per experiment and all conditions were performed in duplicate and back-calculated using a calibration curve.

### 4.3. Histology and Immunohistochemistry

Rabbit hearts (n = 3 per treatment) were harvested after 16 weeks of treatment. Hearts were fixed in 4% paraformaldehyde, dehydrated through a graded ethanol series, cleared in xylene, and embedded in paraffin. Rabbit hearts were sectioned at 7 μm. Movat’s pentachrome staining (American MasterTech) and Picrosirius red staining (Sigma-aldrich) of tissue sections were performed according to manufacturer’s instructions. Heart valve leaflet area was measured from 4 to 10 different tissue sections and averaged. For RAM11 staining, slides were pretreated for 30 min using citric acid antigen retrieval in water bath at 96 °C. The primary antibodies used were RAM11 (Dako) and anti-rabbit CTGF (Abcam) antibodies. Slides were counterstained for 2min with hematoxylin-eosin. Images were captured using Olympus FSX100.

### 4.4. RNA Isolation

Tricuspid heart valves (n = 5 per treatment) were dissected and collected separately after 16 weeks of treatment. Valve tissues were snap-frozen in liquid nitrogen before being stored at −80 °C until RNA extraction. Total RNA was extracted using the miRNeasy Mini Kit (Qiagen).

### 4.5. RNA Sequencing, Data Processing, and Analysis

RNA integrity was verified on a Bioanalyser 2100 with RNA 6000 Nano chips (Agilent technologies, CA, USA). DV_200_ values, calculated from Bioanalyser traces, were comprised between 55% and 73% and did not differ between experimental groups. After ribosomal RNA depletion using the RiboGone^TM^ - Mammalian rRNA depletion kit (Clontech, CA, USA), libraries were prepared using the SMARTer® Stranded RNA-Seq Kit (Clontech, CA, USA) following manufacturer’s instructions. Libraries were validated on a Bioanalyser DNA 1000 chip and quantified by qPCR using the KAPA library quantification kit. Sequencing of multiplexed libraries was performed on an Illumina NextSeq500 sequencer generating a total of around 10 million mapped reads per library on average. Raw reads were first demultiplexed and adapter-trimmed using Illumina bcl2fastq conversion software v2.17; then, the first three nucleotides of each read (added during the SMARTer® protocol) were removed using the FATSX Toolkit (v0.0.13). After quality control with FastQC (http://www.bioinformatics.babraham.ac.uk/projects/fastqc/), reads were aligned to the rabbit oryCun2 reference genome using Tophat v2.1.1 [30]. Reads were first aligned to a virtual transcriptome generated based on the annotation gene models, and then reads that did not fully map were aligned to the genome, spliced as needed. Quality of the sequencing data was controlled using Picard tools (http://broadinstitute.github.io/picard/). For the differential expression analysis at the gene level, raw gene counts were generated using HTseq count in “union” mode [31].

Independent filtering was done to remove uninformative genes. The proposed filtering method was applied in the *HTSFilter* package within the Bioconductor package in R (limma: Linear Models for Microarray and RNA-Seq Data User’s Guide) [32]. Prior to differential analysis, unwanted variations were identified using the *svaseq ()* and *RUVr ()* functions in R Bioconductor package *RUVSeq* [33]. From 23,669 detectable ENSEMBL genes, differentially expressed genes (DEGs) between treatment groups and controls were identified using limma-voom method from the Bioconductor/R package limma, using empirical Bayes statistical methods. A gene is considered differentially expressed if its corresponding FDR is less than 5%. Multiple comparison was handled by Benjamini–Hochberg approach. The RNAseq data have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO Series accession number GSE113082 (https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc = GSE113082).

### 4.6. Gene Enrichment Analysis

Common or specific differentially expressed genes with an FDR < 0.05 were functionally annotated by using Database for Annotation, Visualization, and Integrated Discovery (DAVID version 6.8), and filtered out with database GOTERM_BP_FAT. Gene ontology (GO) Biological Processes with a Benjamini–Hochberg FDR-adjusted *p*-value < 0.05 were selected. Visualization of GO terms was performed using the GOPlot R package and GOCircle and GOChord function.

### 4.7. Real-Time Quantitative PCR

Total RNA extracted from rabbit tricuspid valves was reverse transcribed into cDNA using RevertAid H Minus First Strand cDNA Synthesis kit (Thermo Fisher Scientific) according to manufacturer’s instructions. Quantitative real-time PCR analyses were performed using SYBR PCR mix (Takara). Primer sequences can be found in Supplementary Material online (Table S2). Changes in gene expression were calculated by *ΔΔ*C_t_ method using *SNORA63* for normalization. The average of control samples was then set to 1 for each gene.

### 4.8. Protein Extraction and Western Blotting

Proteins were isolated from the organic phenol phase of QIAzol reagent-treated valvular tissues according to manufacturer’s protocol (Qiagen). Western blotting was performed according to classical procedures using the following primary antibodies purchased from Cell Signalling: phospho-p38 MAPK (Thr180-Tyr182), p38, phospho-p44/42 MAPK (Erk1/2) (Thr202/Tyr204), Erk1/2, phospho-AMPKα (Thr172), AMPKα. Blots were analyzed with ImageStudio software (LI-COR).

### 4.9. Statistics

Data normality was assessed using the quantile–quantile plot and histogram of error terms. Departure from normality was handled either by log transformation or non-parametric approach. Multiple comparisons between treated rabbits and controls were done using one-way ANOVA or Kruskal–Wallis test followed by Dunnett’s post hoc test with control sample as the reference. Comparison between two groups was performed using Mann–Whitney test. The appropriate statistical test is mentioned in the figure legend. All statistical analyses were performed using SAS 9.4 (SAS Institute Inc., Cary, NC, USA). Data are reported as dot plots, where each dot represents a rabbit and the horizontal bar indicates the means ± SEM using PRISM5 software package (GraphPad). A *p*-value < 0.05 was considered significant.

## Figures and Tables

**Figure 1:**
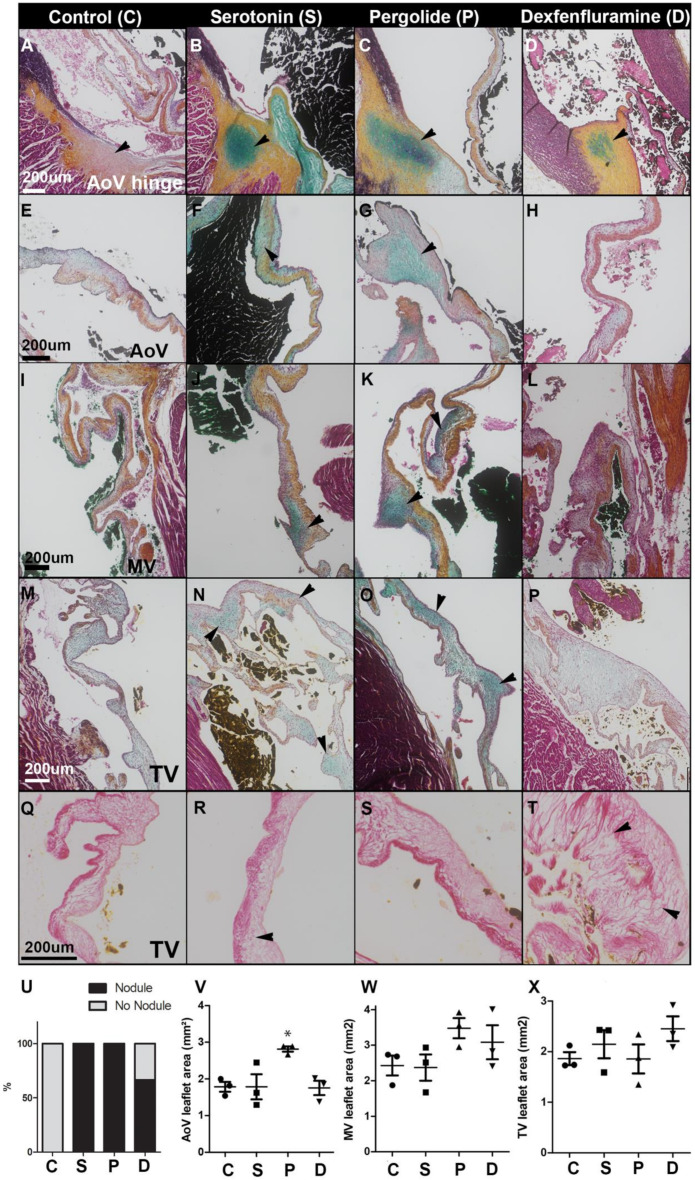
Drug treatments induce distinct valvular lesions: (**A**–**D**): Representative Movat’s pentachrome staining performed on heart section from control (**A**) and serotonin- (**B**), pergolide- (**C**), and dexfenfluramine- (**D**) treated rabbits. Arrowheads indicate chondroid metaplasia. (**E**–**P**): Representative Movat’s pentachrome staining performed on aortic valve (AoV) (**E-H**), mitral valve (MV) (**I**–**L**), and tricuspid valve (TV) (**M**–**P**) leaflet sections from control (**E**,**I**,**M**), serotonin (**F**,**J**,**N**), pergolide (**G**,**K**,**O**), and dexfenfluramine (**H**,**L**,**P**). Arrowheads indicate GAG-rich deposit. (**Q**–**T**): Picrosirius red staining performed on TV leaflet section from control (**Q**) and serotonin- (**R**), pergolide- (**S**), and dexfenfluramine- (**T**) treated rabbits. Arrowhead indicates remodeled collagen layer. (**U**): Percentage of hearts displaying chondroid metaplasia at the aortic valve hinge. (**V**–**X**): Leaflet area was measured and averaged from at least 4 different sections per valve and rabbit (n = 3). Data are reported as dot plots where each dot represents a rabbit and the horizontal bar indicates the mean ±SEM. * *p* < 0.05. Kruskal–Wallis test was used to determine statistical significance (n = 3). C = control, S = Serotonin, P = Pergolide, and D = Dexfenfluramine. Scale bars = 200 μm.

**Figure 2:**
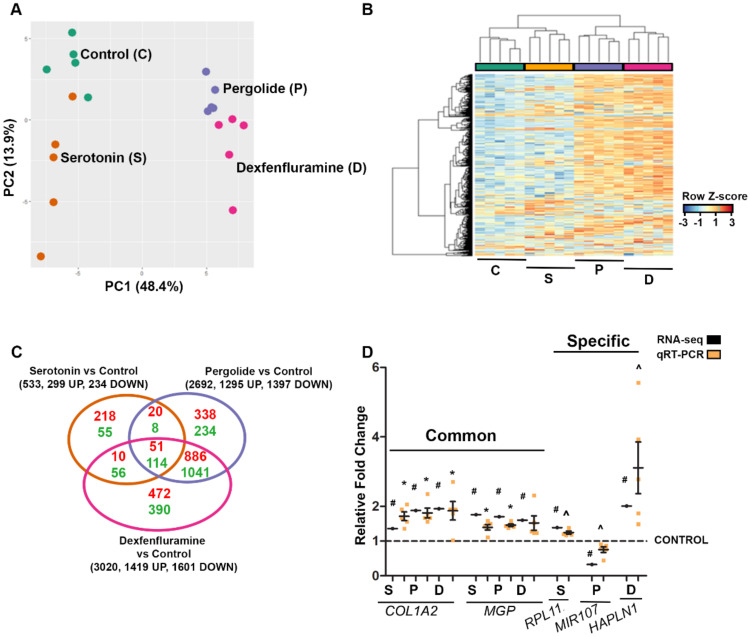
RNA-seq analysis of tricuspid valve (TV) transcriptomes indicate that Pergolide and Dexfenfluramine treatment shares the majority of differentially expressed genes (DEGs). (**A**): Principal component analysis (PCA) on tricuspid valve leaflets treated with water (green dots, n = 5), serotonin (orange dots, n = 5), pergolide (purple dots, n = 5), and dexfenfluramine (pink dots, n = 5). (**B**): Heatmap view of z-scored expression profile of DEGs in TV of rabbits treated with serotonin (n = 5), pergolide (n = 5), and dexfenfluramine (n = 5) compared to control (n = 5). (**C**): Venn diagram displays comparison between DEGs for each drug treatment. (**D**): Data of qRT-PCR (n = 5 per treatment) are reported as dot plots where each dot represents a rabbit and the horizontal bar indicates the mean ±SEM as compared to relative fold change obtained by RNA-seq analysis. # FDR <0.05, * *p* < 0.05 determined with one-way ANOVA followed by Dunnett’s multiple comparison test (n = 5 for each treatment). ^ <0.05 determined with Mann–Whitney test.

**Figure 3:**
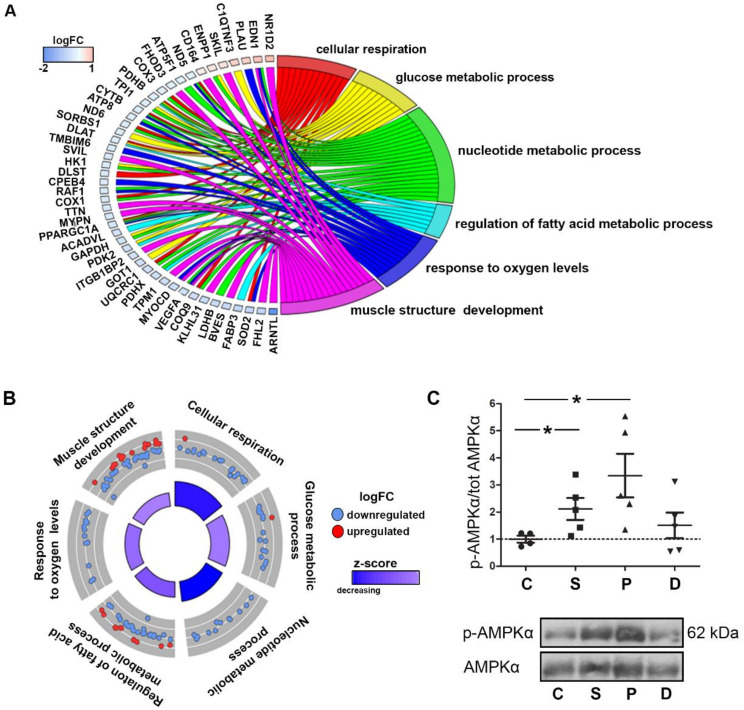
Decreased metabolism and muscle structure are enriched by serotonin, pergolide, and dexfenfluramine treatment. AMPK activation by serotonin and pergolide. (**A**): Chord plot shows 46 common DEGs and their overlap between significant Gene Ontology (GO) terms. (**B**): Circular plot is colored according to z-score and highlights logFC of DEGs among significant GO terms. The outer circle shows a scatter plot for each term of the logFC of the assigned genes. Red and blue dots display individual up-regulated and down-regulated genes, respectively. The inner rectangles are sized to positively correlate with the significance of each GO term, and colored to represent the overall direction of change in expression of each individual term. (**C**): Western blotting detection of phosphorylation of AMPKα and total AMPKα in TV leaflet total protein extracts. Data are reported as dot plots where each dot represents a rabbit and the horizontal bar indicates the mean ±SEM. * *p* < 0.05, determined with one-way ANOVA followed by Dunnett’s multiple comparison test (n = 5 for each treatment).

**Figure 4:**
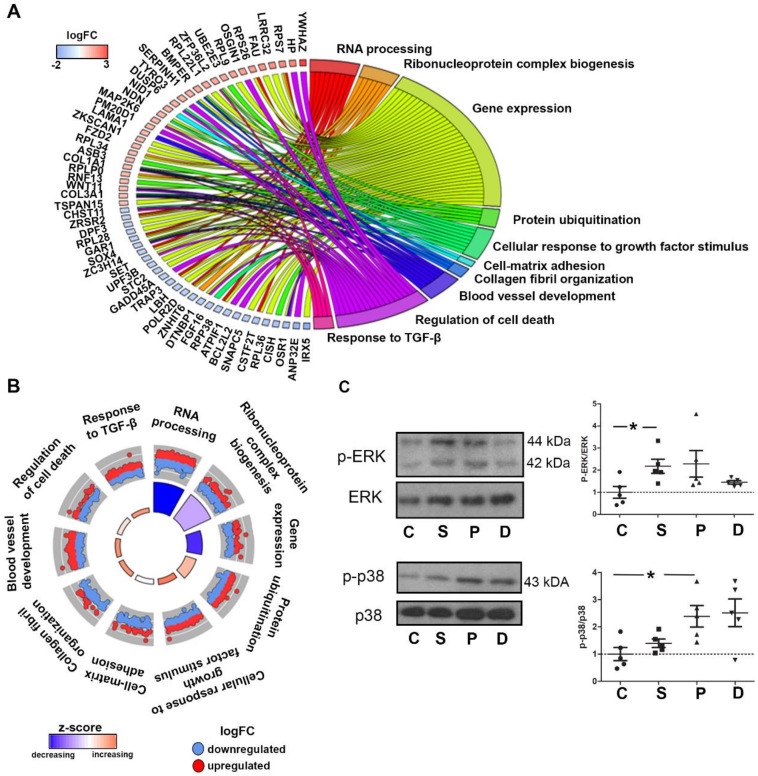
Pergolide and dexfenfluramine treatment promote a decrease in biosynthetic process and an increase of response to growth factor stimulation: (**A**): Chord plot indicates common DEGs for pergolide and dexfenfluramine with at least a 2-fold change compared to control tricuspid leaflets and related to significant GO terms. (**B**): Circular plot indicates GO terms that are likely to be decreased or increased by pergolide and dexfenfluramine. (**C**): Western blotting detection of phosphorylated ERK (p-ERK), total ERK, phosphorylated p38 (p-p38), and total p38 in TV leaflet total protein extracts. Data are reported as dot plots, where each dot represents a rabbit and the horizontal bar indicates the mean ± SEM. * *p* < 0.05, determined with one-way ANOVA followed by Dunnett’s multiple comparison test (n = 5 for each treatment).

**Figure 5:**
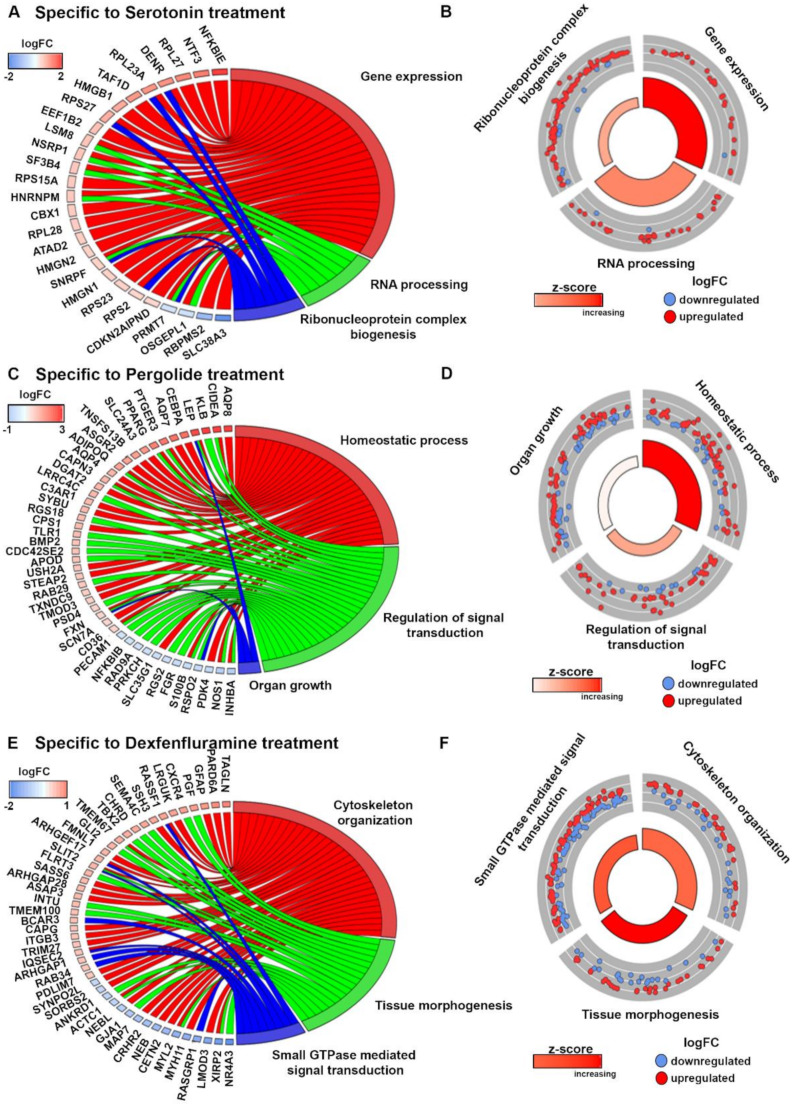
Enrichment of specific biological processes by each treatment. (**A**): Chord plot indicates specific DEGs for serotonin treatment with at least a 1.5-fold change compared to control tricuspid leaflets related to significant GO terms. (**B**): Circular plot indicates GO terms that are likely to be increased by serotonin. (**C):** Chord plot indicates specific DEGs for serotonin treatment with at least a 1.6-fold change compared to control tricuspid leaflets related to significant GO terms. (**D**): Circular plot indicates GO terms that are likely to be increased by pergolide. (**E**): Chord plot indicates specific DEGs for dexfenfluramine treatment with at least a 1.5-fold change compared to control tricuspid leaflets related to significant GO terms. (**F**): Circular plot indicate GO terms that are likely to be increased by dexfenfluramine.

**Figure 6:**
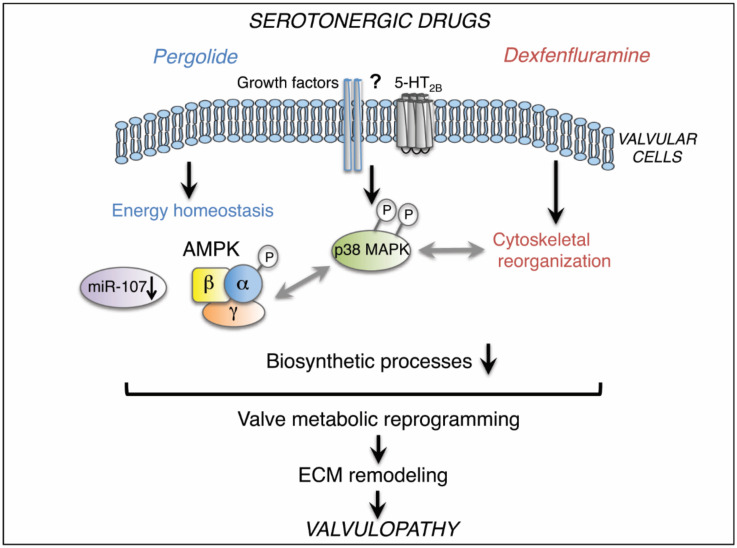
Schematic summary: chronic use of pergolide or dexfenfluramine activates p38 MAPK in valvular cells. Specifically, pergolide triggers AMPK- and miR-107-dependent homeostasis processes, whereas dexfenfluramine affects cytoskeletal organization. Drug-induced alterations of valve homeostasis and cytoskeleton are associated with net inhibition of biosynthetic processes that reflect valve metabolic reprogramming, leading to ECM remodeling and valvulopathy. Gray arrows represent hypothetical links.

## Supplementary Materials

The following Supplementary Materials are available online at https://www.mdpi.com/1422-0067/21/11/4003/s1, Table S1: Full lists of DEGs in the different comparisons between the experimental groups, Table S2: Sequences of primers used in qPCR assays, Figure S1: Immunhistochemical staining of CTGF and macrophages in tricuspid valve leaflets of control and drug-treated rabbits.

## Abbreviations

AMPK DEG	AMP-activated protein kinase Differentially expressed gene
ECM VHD VIC	Extracellular matrix Valvular heart disease Valvular interstitial cell
TGF-β	Transforming growth factor-β
MAPK	Mitogen-activated protein kinase

# Supplementary material for: Dexfenfluramine and Pergolide Cause Heart Valve Disease via Valve Metabolic Reprogramming and Ongoing Matrix Remodeling
**Source:** Int J Mol Sci. 2020 Jun 3;21(11):4003. doi: 10.3390/ijms21114003
**Supplement:** Supplementary file 1

## SUPPLEMENTARY MATERIAL

# **Dexfenfluramine and Pergolide Cause Heart Valve Disease via Valve Metabolic Reprogramming and Ongoing Matrix Remodeling**

Cécile Oury <sup>1\*</sup>, Patrick Maréchal <sup>1</sup>, Nathalie Donis <sup>1</sup>, Alexia Hulin <sup>1</sup>, Julien Tridetti <sup>1</sup>, Mai-Linh Nguyen <sup>1</sup>, Raluca Dulgheru <sup>1</sup>, Marianne Fillet <sup>2</sup>, Alain Nchimi <sup>1</sup> and Patrizio Lancellotti <sup>1,3\*</sup>

### Content:

Figure S1

Table S1

Table S2

**A**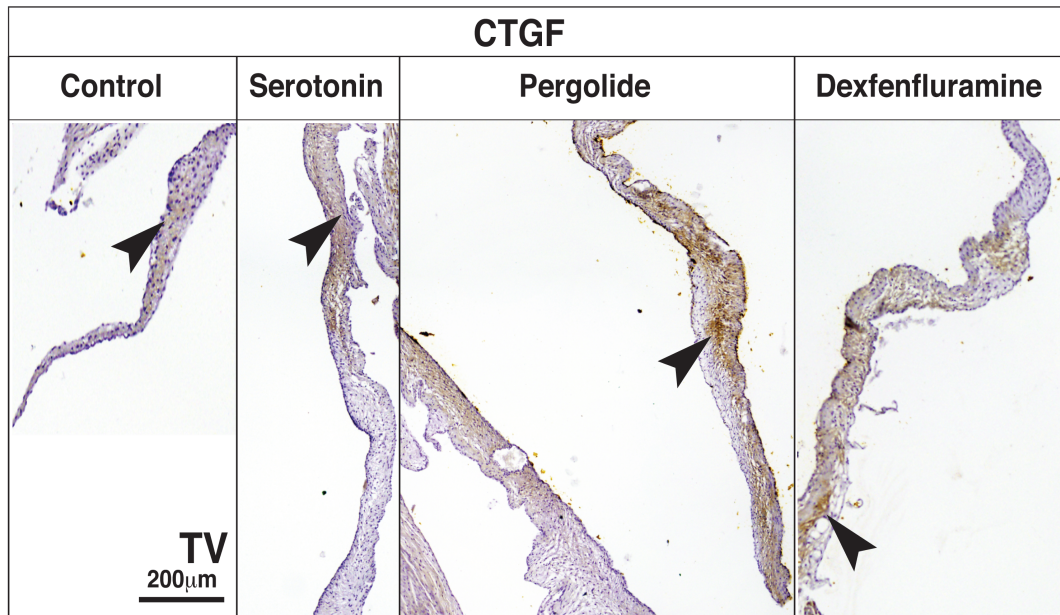**B**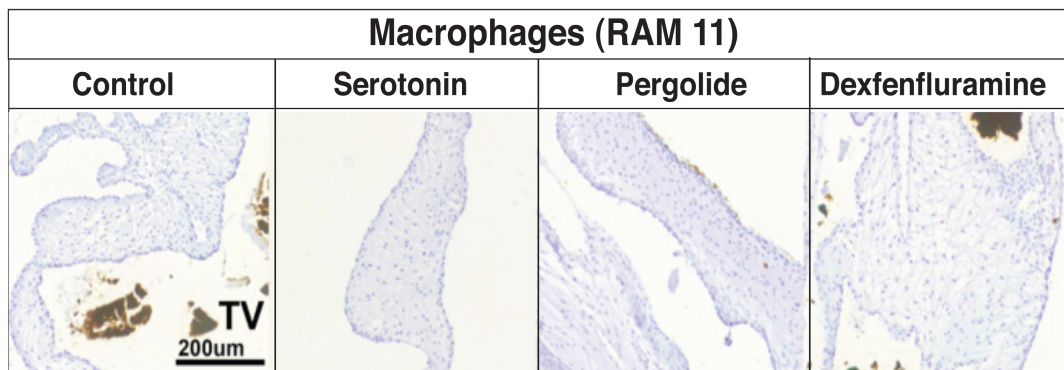

**Figure S1. A. CTGF-rich areas in tricuspid valve leaflets of drug-treated rabbits.** Representative anti-CTGF staining performed on sections of tricuspid valve (TV) leaflet from control, serotonin, pergolide and dexfenfluramine-treated rabbits, as indicated. Scale bar = 200µm. **B. Drug treatments do not promote macrophage infiltration in TV leaflet.** Representative macrophage (RAM11) staining performed on sections of tricuspid valve (TV) leaflet from control, serotonin, pergolide and dexfenfluramine-treated rabbits, as indicated. Scale bar = 200µm.

**Table S1. Full list of DEGs common and specific to the different treatment groups as compared to untreated controls**

**Table S2:** Sequences of primers used for qPCR.

How the deposited data were processed for this re-analysis (not part of the article)

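RNA from the tricuspid valves of 20 rabbits was sequenced, 5 non-treated rabbits and 5 in each group treated with serotonin, pergolide or dexfenfluramine. The values used are counts of reads per Ensembl gene, which the authors made before depositing them: ribosomal RNA was depleted, stranded libraries were sequenced, reads were trimmed and aligned to the rabbit genome oryCun2 with TopHat, and HTSeq counted them in union mode. The deposited counts are whole numbers without normalization or filtering. The annotation release, the strand setting and the handling of reads that align to several places are not given in the paper's text. The authors' later steps (HTSFilter, svaseq and RUVr, limma-voom) are not part of the deposited counts.

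The sample of each column was taken from the column's letter and number and the sample labels, and all 20 columns were used. Counts were normalized by TMM in edgeR 4.0.16 (R 4.3.3), genes with low counts were removed by filterByExpr with the 4 groups, and 8683 genes were tested with edgeR's quasi-likelihood test in a fit of all 20 valves. The p-values of each comparison were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. Each treatment was compared with the non-treated valves, and the treatments with one another. Log2 CPM for principal components, clusters and scores used a prior count of 2. Principal components used the 500 genes of largest variance, and the share of variance between groups was tested with 100000 permutations. Clusters were tested with 2000 permutations of the valve labels. Scores of a list are the mean log2 CPM of its genes, compared by exact permutation tests of 5 valves against 5, in Python 3.11.15 with scipy 1.17.1, numpy 2.4.6 and pandas 2.3.3, and plots were drawn with matplotlib 3.10.9.

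Total counts per valve ran from 3247091 to 5921025. With 5 valves per group, the spread between valves limits the precision of most genes, and counting error limits genes with few reads. Counts of 3 or fewer were treated as a floor. The tests were tried on simulated counts: with 193 tested genes changed 2-fold, which is 1 on the log2 scale, edgeR called 154 of them and 5 unchanged genes. In all simulations the genes vary independently of one another.

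Lists of genes were written from the names of GO terms, from markers of cell types and from the genes named in Figures 3A, 4A, 5A, 5C and 5E. Process lists were cellular respiration, mitochondrially encoded genes, glucose metabolic process, fatty acid metabolic process, muscle structure, RNA processing, ribonucleoprotein complex biogenesis, cytosolic ribosomal proteins, response to TGF-β, collagen fibril organization, cell-matrix adhesion, blood vessel development and cytoskeleton organization. Marker lists were those of adipocytes, cardiomyocytes and valvular interstitial cells. Lists of endothelial, macrophage, erythroid and smooth muscle markers had fewer than 5 tested genes with a symbol and were not tested. A list was tested with limma's camera (limma 3.58.1) with a preset correlation of 0.01, against the other tested genes with a symbol. That background was chosen after the data were seen, because symbols come from Table S1 alone, and a background of all tested genes was an alternative. The p-values were adjusted within each kind of list over all treatments.

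Genes named at a result are those the paper names and, for each treatment, the 3 largest rises and the 3 largest falls among called genes with a symbol, a mean log2 CPM of at least 1 and no overlap between treated and non-treated valves, and the 2 genes with the smallest p-value of each list at its claim. CTGF and HTR2B had no symbol in Table S1 and are not reported. A list of clock genes was written after ARNTL and NFIL3 had been seen.

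Alternatives were DESeq2 1.42.0, limma-voom, svaseq surrogate variables (sva 3.50.0, which found 4) in limma-voom and in edgeR, 1 or 3 RUVr factors computed from the residuals of edgeR, DESeq2's size factors, upper-quartile normalization, no filter, at least 10 counts in every valve, the replicate number as a block, only the 2 groups compared, an adjusted p-value under 0.01, and each valve left out in turn. Lists were also tested with fry and with a correlation estimated for each list. Correlations of fold changes were compared with those of simulated groups without a difference and of treatments with different non-treated valves. HTSFilter was not available, and its filter was not applied.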

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

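Values of single valves were compared within each group of 5, over 76 groups, and a valve was noted when its gap to the nearest valve of its group was over 0.71 of the range of the group. This happened 5 times, against 3.8 expected by chance, so the number of such valves is near what chance gives. The tests on abundant genes and on depth were chosen only after the result was seen.

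Dexfenfluramine replicate 3 lay apart in the mean log2 CPM of the cardiomyocyte markers, at 5.94, where the other valves of its group had 8.27 to 8.77, and on the second principal component, at -18.5, where the others had 1.65 to 8.01. TTN, a cardiomyocyte gene, took 1.73% of its counts, and 5.39% to 6.39% in the other valves of its group. Less myocardium in that sample may account for both values. In the dexfenfluramine group as a whole, the cardiomyocyte markers had a median log2 fold change of -1.06 and the genes of cellular respiration -0.72, and the markers fell further than the respiration genes with serotonin and pergolide too. Whether dissection or a change of the tissue with treatment lowered these markers stays open, since the design gives no measure of either.

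Non-treated replicate 3 had a collagen fibril organization score of 7.43, where the other non-treated valves had 7.02 to 7.12, and non-treated replicate 1 had a log2 CPM of 9.67 for MGP, where the others had 8.72 to 8.99. No explanation was tested for these valves. Without non-treated replicate 3, serotonin changed 257 genes. Without non-treated replicate 1, the log2 fold change of MGP with serotonin was 0.96.

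Pergolide replicate 2 had 5921025 counts, where the other pergolide valves had 4484239 to 4848510. A difference in depth could change the number of genes called. After thinning of every valve to the same effective depth, 1822 genes were called for pergolide and 2201 for dexfenfluramine, less than 1.5 times below their numbers without thinning, which argues against depth as the cause of most calls.

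The most abundant gene, ENSOCUG00000029084, took up to 48.1% of the counts of a valve, in non-treated replicate 4. It has no symbol, and the paper does not discuss it. A few genes taking most of the counts could distort the other values. Such a distortion of the scale moves the genes of a valve alike and would by itself give calls in 1 direction. Under TMM, DESeq2's size factors and upper-quartile normalization, at least 971 genes were called in each direction for pergolide and at least 1089 for dexfenfluramine, where other splits of the valves gave at most 119 and 792 genes in all. This argues against the abundant genes as the whole cause of the many calls. The share of rises moved with the scaling, from 43.7% to 53.6% for dexfenfluramine, so the direction in which more genes changed stays open. Leaving out the 2 most abundant genes moved almost no call and tests nothing.

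Among the genes called here, 214 for pergolide and 243 for dexfenfluramine are not in Table S1 for the same treatment. Serotonin was also compared directly with each drug, which the paper does not do. Serotonin and pergolide differed in 2389 genes and serotonin and dexfenfluramine in 2631. For each of these comparisons, 1 of 100 splits of the same 10 valves, the real split, gave as many genes. A biological difference between the treatments stays a hypothesis, as these genes were found and tested on the same valves.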

How the results depend on the processing

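All alternatives were chosen before the data were examined, except those in the paragraph on the covariates, on 1 RUVr factor in limma-voom, on the background and on thinned counts and the removal of 1 RUVr factor from the principal components, which were chosen after the data were seen. Values in parentheses are log2 fold changes for a gene and median log2 fold changes for a list. Where a result moved, the cause was not tested, except that leaving out a valve, fitting only the groups compared, requiring more counts and a stricter threshold leave fewer valves, genes or calls by construction. The numbers of genes changed by pergolide, by dexfenfluramine and in the same direction by both drugs were within 1.5 times their value under every alternative except the surrogate variables, the stricter threshold and, for dexfenfluramine, the cardiomyocyte score as a covariate. The drugs differed in 0 genes, with 613 at an unadjusted p-value under 0.05 in the fit of all valves, and in 0 genes, with 271 to 842 at an unadjusted p-value under 0.05, under every alternative except DESeq2 and those with RUVr factors. The number for serotonin, and the numbers built on it, moved under more alternatives than the others did.

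With DESeq2, the numbers of genes that moved were 234 changed by serotonin, 4 different between the drugs, 40 changed in the same direction by all treatments and 96 changed in opposite directions by serotonin and a drug. Fatty acid metabolic process with dexfenfluramine (-0.75) no longer passed the threshold. RPL11 with serotonin (0.45) newly passed the threshold. With limma-voom, Figure 5C genes with pergolide (1.01) no longer passed the threshold. Cell-matrix adhesion with dexfenfluramine (0.31) and RPL11 with serotonin (0.48) newly passed the threshold. With 1 RUVr factor in edgeR, the numbers of genes that moved were 538 changed by serotonin, 115 different between the drugs, 156 changed in the same direction by all treatments and 161 changed in opposite directions by serotonin and a drug. Mitochondrially encoded genes with serotonin (0.0022) changed sign. Cellular respiration with pergolide (-0.37), cardiomyocyte markers with pergolide (-0.62) and RPL11 with serotonin (0.47) newly passed the threshold. With 3 RUVr factors in edgeR, the numbers of genes that moved were 797 changed by serotonin, 225 different between the drugs, 232 changed in the same direction by all treatments and 254 changed in opposite directions by serotonin and a drug. Mitochondrially encoded genes with serotonin (0.0086) changed sign. Cellular respiration with pergolide (-0.37), cardiomyocyte markers with pergolide (-0.60), cell-matrix adhesion with dexfenfluramine (0.31), COL1A2 with serotonin (0.45) and RPL11 with serotonin (0.48) newly passed the threshold.

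With surrogate variables in limma-voom, the numbers of genes that moved were 1156 changed by pergolide, 987 changed by dexfenfluramine, 1506 different between serotonin and pergolide, 1381 different between serotonin and dexfenfluramine, 786 changed in the same direction by both drugs, 6 changed in the same direction by all treatments and 25 changed in opposite directions by serotonin and a drug. Cellular respiration with serotonin (0.15), cellular respiration with pergolide (0.15), cellular respiration with dexfenfluramine (0.090), mitochondrially encoded genes with serotonin (0.44), glucose metabolic process with pergolide (0.060), glucose metabolic process with dexfenfluramine (0.048), fatty acid metabolic process with serotonin (0.074), fatty acid metabolic process with dexfenfluramine (0.086), muscle structure with serotonin (0.037), cardiomyocyte markers with serotonin (0.081), cell-matrix adhesion with serotonin (0.057), UQCRC1 with serotonin (0.032) and FHL2 with serotonin (0.057) changed sign. Muscle structure with pergolide (-0.094), muscle structure with dexfenfluramine (-0.13), ribonucleoprotein complex biogenesis with serotonin (0.11), cardiomyocyte markers with dexfenfluramine (-0.13), valvular interstitial cell markers with serotonin (0.14), valvular interstitial cell markers with dexfenfluramine (0.36), collagen fibril organization with serotonin (0.11), cell-matrix adhesion with pergolide (0.24), Figure 3A genes with dexfenfluramine (-0.073), Figure 5C genes with pergolide (0.55), COL1A2 with dexfenfluramine (0.53) and HAPLN1 with dexfenfluramine (0.27) no longer passed the threshold. Cytosolic ribosomal proteins with pergolide (0.32) newly passed the threshold. With surrogate variables in edgeR, the numbers of genes that moved were 1115 changed by pergolide, 944 changed by dexfenfluramine, 1549 different between serotonin and pergolide, 1391 different between serotonin and dexfenfluramine, 766 changed in the same direction by both drugs, 7 changed in the same direction by all treatments and 20 changed in opposite directions by serotonin and a drug. Cellular respiration with serotonin (0.15), cellular respiration with pergolide (0.14), cellular respiration with dexfenfluramine (0.094), mitochondrially encoded genes with serotonin (0.43), glucose metabolic process with pergolide (0.050), glucose metabolic process with dexfenfluramine (0.039), fatty acid metabolic process with serotonin (0.074), fatty acid metabolic process with dexfenfluramine (0.023), muscle structure with serotonin (0.029), cardiomyocyte markers with serotonin (0.074), cell-matrix adhesion with serotonin (0.035), UQCRC1 with serotonin (0.011) and FHL2 with serotonin (0.052) changed sign. Muscle structure with pergolide (-0.11), muscle structure with dexfenfluramine (-0.14), ribonucleoprotein complex biogenesis with serotonin (0.13), cardiomyocyte markers with dexfenfluramine (-0.14), valvular interstitial cell markers with serotonin (0.14), valvular interstitial cell markers with dexfenfluramine (0.36), collagen fibril organization with serotonin (0.11), collagen fibril organization with dexfenfluramine (0.35), cell-matrix adhesion with pergolide (0.24), Figure 3A genes with dexfenfluramine (-0.068), Figure 5C genes with pergolide (0.67), COL1A2 with pergolide (0.57), COL1A2 with dexfenfluramine (0.53) and HAPLN1 with dexfenfluramine (0.26) no longer passed the threshold. Cytosolic ribosomal proteins with pergolide (0.31) newly passed the threshold.

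With DESeq2's size factors in edgeR, the numbers of genes that moved were 53 changed by serotonin and 25 changed in opposite directions by serotonin and a drug. With upper-quartile normalization, cytoskeleton organization with pergolide (0.014) changed sign. Without a filter on low counts, the numbers of genes that moved were 48 changed by serotonin, 8 changed in the same direction by all treatments and 20 changed in opposite directions by serotonin and a drug. The correlation across genes moved for serotonin and pergolide (0.453) and pergolide and dexfenfluramine (0.689). Cytoskeleton organization with pergolide (0.061) changed sign. With at least 10 counts in every valve, the numbers of genes that moved were 58 changed by serotonin and 25 changed in opposite directions by serotonin and a drug. Figure 4A genes with pergolide (-1.03) and Figure 4A genes with dexfenfluramine (-0.88) changed sign. Fatty acid metabolic process with dexfenfluramine (-0.73), muscle structure with pergolide (-0.63), adipocyte markers with serotonin (0.42) and Figure 5C genes with pergolide (0.64) no longer passed the threshold. With the replicate number as a block, the numbers of genes that moved were 1 changed by serotonin, 0 changed in the same direction by all treatments and 1 changed in opposite directions by serotonin and a drug. Cytoskeleton organization with pergolide (0.011) changed sign. MGP with serotonin (0.80) no longer passed the threshold. With only the 2 groups compared in the fit, the numbers of genes that moved were 0 changed by serotonin, 0 changed in the same direction by all treatments and 0 changed in opposite directions by serotonin and a drug. MGP with serotonin (0.76) and HAPLN1 with dexfenfluramine (0.99) no longer passed the threshold. Cardiomyocyte markers with pergolide (-0.61) and Figure 5E genes with dexfenfluramine (0.67) newly passed the threshold. In the comparison of serotonin, 1117 genes had an unadjusted p-value under 0.05 in that fit. At an adjusted p-value under 0.01, the numbers of genes that moved were 0 changed by serotonin, 1191 changed by pergolide, 1409 changed by dexfenfluramine and 931 changed in the same direction by both drugs. The replicate numbers do not pair the valves, since 6 of 30 pairs of valves with the same number had a correlation over 0.1 after the groups were accounted for.

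With fry in place of camera, cellular respiration with serotonin (-0.26), glucose metabolic process with serotonin (-0.41), fatty acid metabolic process with serotonin (-0.27), muscle structure with serotonin (-0.50), muscle structure with pergolide (-0.62), cardiomyocyte markers with serotonin (-0.45), adipocyte markers with serotonin (0.93), collagen fibril organization with serotonin (0.19), Figure 3A genes with serotonin (-0.46) and Figure 3A genes with pergolide (-0.62) no longer passed the threshold. Cytosolic ribosomal proteins with pergolide (0.31), cell-matrix adhesion with dexfenfluramine (0.32), blood vessel development with dexfenfluramine (0.26), Figure 4A genes with pergolide (1.02), Figure 4A genes with dexfenfluramine (0.87) and Figure 5E genes with dexfenfluramine (0.68) newly passed the threshold. With a correlation estimated for each list, cellular respiration with serotonin (-0.26), cellular respiration with dexfenfluramine (-0.72), mitochondrially encoded genes with pergolide (-1.07), mitochondrially encoded genes with dexfenfluramine (-1.45), glucose metabolic process with serotonin (-0.41), fatty acid metabolic process with serotonin (-0.27), fatty acid metabolic process with dexfenfluramine (-0.72), muscle structure with serotonin (-0.50), muscle structure with pergolide (-0.62), muscle structure with dexfenfluramine (-0.98), RNA processing with serotonin (0.14), RNA processing with pergolide (-0.35), RNA processing with dexfenfluramine (-0.34), ribonucleoprotein complex biogenesis with serotonin (0.19), ribonucleoprotein complex biogenesis with pergolide (-0.47), ribonucleoprotein complex biogenesis with dexfenfluramine (-0.48), cytosolic ribosomal proteins with serotonin (0.25), cytosolic ribosomal proteins with dexfenfluramine (0.34), cardiomyocyte markers with serotonin (-0.45), cardiomyocyte markers with dexfenfluramine (-1.06), adipocyte markers with serotonin (0.93), adipocyte markers with pergolide (2.00), valvular interstitial cell markers with serotonin (0.33), valvular interstitial cell markers with pergolide (0.68), valvular interstitial cell markers with dexfenfluramine (0.66), response to TGF-β with pergolide (0.58), response to TGF-β with dexfenfluramine (0.54), collagen fibril organization with serotonin (0.19), collagen fibril organization with pergolide (0.58), collagen fibril organization with dexfenfluramine (0.60), cell-matrix adhesion with pergolide (0.30), Figure 3A genes with serotonin (-0.46), Figure 3A genes with pergolide (-0.62), Figure 3A genes with dexfenfluramine (-0.84) and Figure 5C genes with pergolide (0.95) no longer passed the threshold. Both tests leave the medians as they are and change the side of the threshold.

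When each treatment had its own non-treated valves, the correlation across genes moved for serotonin and pergolide (0.0491), serotonin and dexfenfluramine (0.061) and pergolide and dexfenfluramine (0.617). The share of the second component between the 4 groups no longer passed, at 26.7% with the 100 genes of largest variance and 36.9% with a prior count of 0.5. The share between the drugs and the other groups no longer passed, at 15.4% with all tested genes, 6.68% with the 100 genes of largest variance, 16.3% with a prior count of 0.5, 0.601% with the surrogate variables removed and 0.361% with 1 RUVr factor removed, which was added after the data were seen.

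With each valve of the groups concerned left out in turn, the numbers of genes that moved were as follows. The number of genes changed by serotonin lay between 0 and 257, the latter without non-treated replicate 3. The number of genes changed in the same direction by all treatments lay between 0 and 73, the latter without non-treated replicate 3. The number of genes changed in opposite directions by serotonin and a drug lay between 0 and 72, the latter without non-treated replicate 1. Without non-treated replicate 2, without non-treated replicate 5 and without serotonin replicate 1, 0 genes were called for serotonin, with 1183, 1255 and 1106 at an unadjusted p-value under 0.05. Without non-treated replicate 4 the number was 3 and without serotonin replicate 2 it was 4. The share of the second component between the 4 groups lay between 33.6% without non-treated replicate 4 and 50.7% without non-treated replicate 3. The share of the second component between the drugs and the other groups lay between 1.63% without dexfenfluramine replicate 3 and 34.2% without serotonin replicate 2. The median log2 fold change, where leaving out a valve changed its sign or its side of the threshold, lay between -0.52 and -0.27 for cellular respiration with pergolide, between -0.25 and 0.13 for mitochondrially encoded genes with serotonin, between -0.83 and -0.54 for fatty acid metabolic process with dexfenfluramine, between -0.76 and -0.49 for muscle structure with pergolide, between 0.14 and 0.22 for ribonucleoprotein complex biogenesis with serotonin, between 0.26 and 0.34 for cytosolic ribosomal proteins with pergolide, between 0.29 and 0.38 for cytosolic ribosomal proteins with dexfenfluramine, between -0.77 and -0.50 for cardiomyocyte markers with pergolide, between 0.42 and 1.08 for adipocyte markers with dexfenfluramine, between 0.16 and 0.40 for valvular interstitial cell markers with serotonin, between 0.098 and 0.21 for response to TGF-β with serotonin, between -0.045 and 0.030 for cell-matrix adhesion with serotonin and between -0.041 and 0.048 for cytoskeleton organization with pergolide. The log2 fold change lay between 0.69 and 0.96 for MGP with serotonin, between 0.40 and 0.52 for RPL11 with serotonin and between 0.73 and 1.22 for HAPLN1 with dexfenfluramine.

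With the cardiomyocyte score as a covariate, the numbers of genes that moved were 191 changed by serotonin, 1517 changed by dexfenfluramine, 24 changed in the same direction by all treatments and 76 changed in opposite directions by serotonin and a drug. Cellular respiration with serotonin (0.026), cellular respiration with pergolide (0.019), mitochondrially encoded genes with serotonin (0.29), glucose metabolic process with pergolide (0.013), glucose metabolic process with dexfenfluramine (0.082), fatty acid metabolic process with serotonin (0.0028), fatty acid metabolic process with dexfenfluramine (0.092) and cardiomyocyte markers with dexfenfluramine (0.11) changed sign. Cellular respiration with dexfenfluramine (-0.027), muscle structure with pergolide (-0.098), muscle structure with dexfenfluramine (-0.069), cytosolic ribosomal proteins with dexfenfluramine (0.24), cardiomyocyte markers with serotonin (-0.023), valvular interstitial cell markers with serotonin (0.17), valvular interstitial cell markers with dexfenfluramine (0.32), collagen fibril organization with serotonin (0.14), collagen fibril organization with dexfenfluramine (0.33), Figure 3A genes with pergolide (-0.19), Figure 3A genes with dexfenfluramine (-0.12), MGP with dexfenfluramine (0.46) and HAPLN1 with dexfenfluramine (0.32) no longer passed the threshold. Adipocyte markers with dexfenfluramine (1.23) and RPL11 with serotonin (0.44) newly passed the threshold. With the adipocyte score as a covariate, the numbers of genes that moved were 176 changed by serotonin and 66 changed in the same direction by all treatments. The correlation across genes moved for serotonin and pergolide (0.506). Adipocyte markers with pergolide (-0.17), adipocyte markers with dexfenfluramine (-0.19), cell-matrix adhesion with serotonin (0.045), cytoskeleton organization with pergolide (0.14), Figure 5C genes with pergolide (-0.0072) and CIDEA with pergolide (-0.079) changed sign. Ribonucleoprotein complex biogenesis with pergolide (-0.42) and adipocyte markers with serotonin (0.059) no longer passed the threshold. Cellular respiration with pergolide (-0.82), mitochondrially encoded genes with serotonin (-0.34), fatty acid metabolic process with pergolide (-0.92), cytosolic ribosomal proteins with pergolide (0.38), cardiomyocyte markers with pergolide (-1.69) and response to TGF-β with serotonin (0.16) newly passed the threshold. With 1 RUVr factor in limma-voom, the numbers of genes that moved were 504 changed by serotonin, 147 different between the drugs, 145 changed in the same direction by all treatments and 162 changed in opposite directions by serotonin and a drug. Mitochondrially encoded genes with serotonin (0.0096) and cell-matrix adhesion with serotonin (0.0078) changed sign. Adipocyte markers with serotonin (0.94) and Figure 5C genes with pergolide (1.02) no longer passed the threshold. Cellular respiration with pergolide (-0.36), cardiomyocyte markers with pergolide (-0.56), cell-matrix adhesion with dexfenfluramine (0.31) and RPL11 with serotonin (0.48) newly passed the threshold. With all tested genes as the background, cellular respiration with pergolide (-0.38), cytosolic ribosomal proteins with pergolide (0.31), cardiomyocyte markers with pergolide (-0.61), cell-matrix adhesion with dexfenfluramine (0.32) and Figure 5E genes with dexfenfluramine (0.68) newly passed the threshold. With counts thinned to the same effective depth, Figure 5C genes with pergolide (0.87) no longer passed the threshold. The totals after thinning still ran from 1620406 in dexfenfluramine replicate 3 to 4754905 in non-treated replicate 4. RPL11 with serotonin (0.49) newly passed the threshold. Without the 2 most abundant genes, 103 genes were changed by serotonin. The adjusted Rand index of the clusters was 0.615. It went to 0.622 with all tested genes and with complete linkage, where 3 pergolide valves formed a cluster of their own. It went to 1.0 with either kind of variable removed, the groups being held fixed in the removal. Its p-value was the smallest that the resamples can give in each case, so it does not show how stable the clusters are.

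Other alternatives among the genes named at the results changed 5 signs, took 159 results below the threshold and brought 34 above it, and left 1812 as they were. The depth limits genes with few counts: miR-107 had at most 8 reads in any valve, and the filter left 8683 of the 13749 genes with a count to be tested.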

Differences from the paper's values

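The paper gives 533 differentially expressed genes for serotonin, and 103 were called here. Among the alternatives set before the data were examined, the number was within 1.5 times the paper's with 1 RUVr factor (538) and with 3 RUVr factors (797), and not with the others. A fit in limma-voom with 1 RUVr factor, chosen after seeing the values, gave 504.

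For the genes common to all treatments, the paper gives 165 and 13 were found here. Of the alternatives set before the data were examined, 1 RUVr factor (156) and 3 RUVr factors (232) came within 1.5 times, and the others did not. By the limma-voom fit with 1 RUVr factor, chosen after seeing the values, there were 145. For the genes specific to serotonin, the paper gives 273, and here 77 were not called in the same direction for a drug, of which 30 were not called for a drug at all. Only 1 RUVr factor (289) came within 1.5 times among the alternatives set before the data were examined, and 1 RUVr factor in limma-voom, chosen after seeing the values, gave 276.

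The paper's share of the serotonin genes common to the drug treatments is 30%, and 12.6% of the serotonin genes were called here in the same direction for both drugs. Counting genes called for at least 1 drug gave 25.2%, a definition added after seeing the values. For both drugs, the alternatives set before the data were examined that came within 1.5 times were 1 RUVr factor (29.0%), 3 RUVr factors (29.1%), upper-quartile normalization (20.3%) and at least 10 counts in every valve (27.6%), and the others did not. The limma-voom fit with 1 RUVr factor, chosen after seeing the values, gave 28.8%.

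The paper states that between 5% and 6% of the genes were shared with serotonin, without naming the drug for either value. Here 0.603% of the pergolide genes and 0.518% of the dexfenfluramine genes were called in the same direction for all treatments. Among the alternatives set before the data were examined, 1 RUVr factor (5.49% and 4.88%) and 3 RUVr factors (7.57% and 6.75%) came within 1.5 times, and the others did not. In limma-voom with 1 RUVr factor, chosen after seeing the values, the shares were 5.23% and 4.65%.

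The paper gives a mean of around 10 M mapped reads per library, and the mean number of reads counted on genes was 4.58 M. The first counts mapped reads and the second reads assigned to a gene, and no alternative applies.

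The paper reports that COL1A2 rose in response to serotonin, and here its log2 fold change of 0.44 did not pass the threshold over all genes. Among the settings run it passed with 3 RUVr factors. The paper reports a rise of RPL11 with serotonin, and here its log2 fold change of 0.47 did not pass. It passed with DESeq2, limma-voom and 1 or 3 RUVr factors, without non-treated replicate 1 or 3, and, among settings chosen after seeing the values, with the cardiomyocyte score as a covariate, with thinned counts and with 1 RUVr factor in limma-voom. The paper reports lower miR-107 with pergolide, and here the exact permutation test gave p = 0.056.

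The paper reports clusters that corresponded to the treatments, and here the 10 drug-treated valves shared a cluster. With 1 RUVr factor or the surrogate variables removed, settings chosen after seeing the values, the clusters were the treatment groups. The paper reports decreased metabolic processes with all treatments, and here the list of cellular respiration did not pass with pergolide (median log2 fold change -0.38). It passed in the same direction with 1 RUVr factor and with 3, without non-treated replicate 3, without pergolide replicate 1, 2 or 3, and, among settings chosen after seeing the values, with 1 RUVr factor in limma-voom, with the adipocyte score as a covariate and with all tested genes as the background. It passed in the opposite direction with the surrogate variables. The list of glucose metabolic process, which the paper's statement also covers, did not pass with pergolide (-0.39) or dexfenfluramine (-0.68) under any setting run. The list of fatty acid metabolic process, covered too, did not pass with pergolide (-0.40). It passed with the adipocyte score as a covariate, a setting chosen after seeing the values. The paper reports cell-matrix adhesion with both drugs, and here that list did not pass with dexfenfluramine (0.32). It passed with limma-voom, with 3 RUVr factors and with fry, and, among settings chosen after seeing the values, with 1 RUVr factor in limma-voom and with all tested genes as the background. The paper reports blood vessel development with both drugs, and here it passed with neither (0.33 with pergolide and 0.26 with dexfenfluramine), except with fry for dexfenfluramine. The paper reports an increase of cytoskeletal organization with dexfenfluramine, and here that list had a median of 0.21 and did not pass under any setting run.

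The paper describes homeostatic genes (Figure 5C) as specific to pergolide and the genes of Figure 5E as specific to dexfenfluramine. Here a direct comparison of the drugs called 0 genes of either figure, and 13 of 40 and 13 of 44 had an unadjusted p-value under 0.05.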

Other observations

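Tests with different non-treated valves, on the lists specific to a drug, with covariates, with RUVr factors in other splits, on ribosomal protein genes and on clock genes were chosen only after the result was seen.

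The numbers of genes were compared with those of other splits of the same 10 valves into groups of 5, with 100 splits for each comparison and the real one included. As many genes were called in 2 of the 100 splits for serotonin, in 1 for pergolide and in 1 for dexfenfluramine. For the comparison of the drugs 0 genes were called, a number that all 100 splits reach by definition. There 613 genes had an unadjusted p-value under 0.05, and 9 of the 100 splits gave as many. When 1 RUVr factor was taken anew for each split, 5 of 100 splits gave as many genes as the 538 for serotonin, and 18 of 100 gave as many as the 115 between the drugs. The number for serotonin with that factor is thus not set apart from other splits of the valves, and neither is the difference between the drugs.

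The fold changes of the treatments could correlate because all treatments share their non-treated valves. When the treatments had different non-treated valves, the correlation across genes was 0.049 for serotonin and pergolide and 0.061 for serotonin and dexfenfluramine, with single divisions of these valves on both sides of 0 (-0.054 to 0.13 and -0.16 to 0.16). Sharing of the valves could thus account for these correlations. For pergolide and dexfenfluramine it was 0.617, and single divisions gave 0.428 to 0.731. In simulated groups without a difference, with different non-treated valves too, the highest value of a single division was 0.057, which argues against the shared valves as the whole cause. The simulated genes vary independently, so a difference in tissue composition common to both drug groups stays open.

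Genes listed as specific to 1 drug may reflect a response shared by both drugs that passed the threshold with only 1 of them. In the same direction with the other drug moved 94.3% of the pergolide list and 93.6% of the dexfenfluramine list, and of genes chosen in a like manner in simulated groups without a difference, which share their non-treated valves, at most 77.1% and 77.3% had the same sign. A direct comparison of the drugs called 0 genes of either list, with 120 and 141 at an unadjusted p-value under 0.05. A smaller number of specific genes stays open.

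The fall of metabolic genes could come from less myocardium in the dissected valves. The cardiomyocyte markers fell further than the respiration genes with each treatment, with a median of -1.06 with dexfenfluramine. The medians of the respiration genes went from -0.26, -0.38 and -0.72 with serotonin, pergolide and dexfenfluramine to 0.026, 0.019 and -0.027 with the cardiomyocyte score as a covariate, so these genes give no sign of a fall beyond that of the markers. With the cardiomyocyte score as a covariate, the mitochondrially encoded genes stayed below the non-treated level, with medians of -0.55 with pergolide and -0.48 with dexfenfluramine, which argues against myocardium as the whole cause for these genes. With that covariate the genes of glucose metabolism with serotonin went from -0.41 to -0.25 (adjusted p = 0.00028 from camera). This argues against myocardium as the whole cause there, although their call without the covariate did not hold with fry. With pergolide and dexfenfluramine the medians of the glucose genes went to 0.013 and 0.082, so no fall remained. A change of metabolism in the cells of the valve stays open for mitochondrially encoded genes with the drugs and glucose genes with serotonin.

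The rise of the genes of Figure 5C with pergolide could come from more fat tissue in the sample. The 4 tested adipocyte markers outside Figure 5C had a median log2 fold change of 1.61. Of the other 32 genes of that figure, pergolide changed 18, and with the adipocyte score as a covariate 4. After subtraction of the mean of each group, the adipocyte score and the mean of these other genes correlated across the 20 valves at r = 0.574 (permutation test, p = 0.046) and rho = 0.350 (permutation test, p = 0.16), and r was 0.201 without dexfenfluramine replicates 2 and 3, so that relation rests on these valves and argues little for fat as the source of these genes. More fat tissue and a change within fat cells cannot be told apart, because the score differs between the groups and most adipocyte markers with a symbol are in the figure.

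Genes of ribosomal proteins moved both ways with the drugs, and this was tested on the 38 of 52 tested genes of that list that Table S1 gives for both drugs or all treatments, of which 25 rose and 13 fell with each drug. Reads shared between these genes and their near-identical copies could have added to that. The median size of their change was at percentile 84.1 with pergolide and 85.1 with dexfenfluramine among 10000 lists of other genes that the table gives so, of the same expression. This cannot be told apart from a change in expression, since the counts hold no reads.

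ARNTL and NFIL3 fell with serotonin, and non-treated rabbits killed at another time of day are a candidate explanation. Of 18 changes of the other 6 clock genes over the 3 treatments, 18 were in the direction of a shift of the clock. NR1D2 rose by 0.87, 1.03 and 0.90 on the log2 scale with serotonin, pergolide and dexfenfluramine. An effect of the treatments on the clock cannot be told apart from this, because the paper's text gives no time of day and all changes share the non-treated valves.

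Lists of endothelial, macrophage, erythroid and smooth muscle markers had too few tested genes with a symbol to give a value. With dexfenfluramine, the adipocyte markers had a median log2 fold change of 0.59, and 1 of 12 was called. With serotonin the median of these markers was 0.93, with 11 of 12 higher and 0 called. It passed with camera (adjusted p = 0.0035 over the marker lists) and not with fry (adjusted p = 0.081).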
